# Neuronal Depolarization Induced RNA m^5^C Methylation Changes in Mouse Cortical Neurons

**DOI:** 10.3390/biology11070988

**Published:** 2022-06-29

**Authors:** Xiguang Xu, Zachary Johnson, Hehuang Xie

**Keywords:** neuronal depolarization, gene expression, RNA cytosine-5 methylation, RNA bisulfite sequencing, RNA-seq

## Abstract

**Simple Summary:**

When neurons are activated, two waves of gene expression changes occur to achieve neuronal adaptation to their environment. Currently, little is known about the changes in post-transcriptional modifications of neuronal transcripts in response to environmental stimuli. This study aims to investigate the dynamics of m^5^C modification on neuronal mRNAs upon depolarization using potassium chloride. We found that neuronal mRNAs carrying m^5^C modifications are enriched for genes with important neuronal functions. The numbers of m^5^C sites and methylated transcripts increased at 2 h after neuronal depolarization and slightly dropped at 6 h. Interestingly, for differentially methylated genes, a negative correlation between the levels of gene expression and RNA methylation is more prevalent. We anticipate our findings may shed new lights on post-transcriptional regulation in activated neurons, and the transcriptomic plus epi-transcriptomic datasets generated in this study would provide a valuable resource to the scientific community.

**Abstract:**

Neuronal activity is accomplished via substantial changes in gene expression, which may be accompanied by post-transcriptional modifications including RNA cytosine-5 methylation (m^5^C). Despite several reports on the transcriptome profiling of activated neurons, the dynamics of neuronal mRNA m^5^C modification in response to environmental stimuli has not been explored. Here, we provide transcriptome-wide maps of m^5^C modification, together with gene expression profiles, for mouse cortical neurons at 0 h, 2 h, and 6 h upon membrane depolarization. Thousands of differentially expressed genes (DEGs) were identified during the neuronal depolarization process. In stimulated neurons, the majority of early response genes were found to serve as expression regulators of late response genes, which are involved in signaling pathways and diverse synaptic functions. With RNA bisulfite sequencing data, a union set of 439 m^5^C sites was identified with high confidence, and approximately 30% of them were shared by neurons at all three time points. Interestingly, over 41% of the m^5^C sites showed increased methylation upon neuronal activation and were enriched in transcripts coding for proteins with synaptic functions. In addition, a modest negative correlation was observed between RNA expression and methylation. In summary, our study provided dynamic transcriptome-wide landscapes of RNA m^5^C methylation in neurons, and revealed that mRNA m^5^C methylation is associated with the regulation of gene expression.

## 1. Background

Post-transcriptional modification of RNA is emerging as a new layer in the regulation of gene expression [1]. With recent advances in biochemical detection techniques, researchers have identified more than 170 types of RNA modifications [2], including cytosine-5 methylation (m^5^C). RNA m^5^C modification was first identified in the more abundant and relatively stable ribosomal RNA and transfer RNA [3,4]. With next generation sequencing (NGS) techniques, m^5^C modification was found to be widely present in messenger RNA (mRNA) and non-coding RNA [5,6]. The m^5^C modification in mRNA is introduced mainly by NOP2/Sun RNA (NSUN) methyltransferase family members [7,8]. Removal of the m^5^C modification in RNA was mediated by three ten-eleven translocation enzymes (TET1/TET2/TET3) through a sequential oxidization process to form 5-hydroxymethylcytosine (hm^5^C), 5-formylcytosine and 5-carboxylcytosine [9,10,11]. However, *Tet1/Tet2/Tet3* triple knockout mouse embryonic stem cells (ESCs) showed reduced but detectable RNA hm^5^C levels compared to wild-type ESCs [9], indicating that additional unknown enzymes may be involved in the RNA demethylation pathway.

Despite the elusive pathway for RNA m^5^C demethylation, recent studies revealed critical roles for m^5^C modification in RNA metabolism. With aid from the m^5^C reader protein ALY/REF export factor (ALYREF), m^5^C in mRNAs facilitates mRNA export from the nucleus to the cytoplasm [7]. Transcriptome-wide mapping of m^5^C modification shows a significant enrichment in the vicinity of the translational start sites and the 3′-untranslated regions (3′UTRs), suggesting that m^5^C plays a role in regulating mRNA translation and stability [5,7,12]. mRNA stabilization is achieved via binding of an m^5^C reader protein Y box binding protein 1 (YBX1) in zebrafish and Ypsilon schachtel (YPS) in Drosophila [13,14]. Interestingly, regulation of the m^5^C modification in mRNAs is highly dynamic and was found to be involved in diverse physiological and pathological conditions, including the regulation of mouse testis tissue development [7], development of ovarian germline stem cells in Drosophila [13], and maternal-to-zygotic transition (MZT) in Zebrafish [14]. In addition, aberrant m^5^C in mRNAs has been associated with the pathogenesis of human bladder cancer [15].

In the nervous system, a number of studies focused on the functional understanding of NSUN2, an m^5^C RNA methyltransferase. Genetic mutations in the NSUN2 gene are associated with Dubowitz syndrome and intellectual disability [16,17]. NSUN2 catalyzes cytosine methylation of tRNA precursors to stabilize the anticodon-codon pairing. The loss of NSUN2 leads to a decrease in tRNA m^5^C methylation and the accumulation of tRNA fragments, which reduces translation efficiency and increases neuronal apoptosis in response to stress [18]. Aberrant tRNA m^5^C methylation contributes to the deficiency in migration and differentiation of neural stem cells, impaired synaptic plasticity in brain, and disordered complex behaviors [19,20]. A few recent studies suggest that m^5^C methylation in mRNAs may also play a role in brain tissue development and function. Compared with those of mouse embryonic stem cells, methylated transcripts in the brain have distinct m^5^C profiles and are enriched in genes with ion transport or synapse function [12]. In glioblastoma cells treated with alkylating agents, the m^5^C methylation of transcripts mediated by NSUN6 may regulate transcriptional and translational processes [21]. Using a model for neuronal oxygen-glucose deprivation/reoxygenation, Jian et al. linked neuronal mRNA m^5^C methylation to the stress response and apoptosis regulation [22]. Currently, no study has been performed to examine the link between mRNA m^5^C methylation and neuronal activity.

Neuronal activity-driven gene expression is essential for neurons in response to environmental stimuli. Such changes in the neuronal transcriptome may lead to long-lasting structural and electrophysiological adaptations in the neural circuit during development, learning and memory formation [23,24]. In response to stimulation, previous studies reported dynamic changes in DNA methylation and chromatin accessibility in neurons [25,26]. Changes in RNA cytosine-5 methylation in activated neurons has not been studied yet. To investigate the dynamic changes of m^5^C modification, we adopted a widely used model mimicking neuronal activity, in which the in vitro cultured mouse cortical neurons were depolarized with potassium chloride [27]. Membrane depolarization triggers a calcium influx and activates a complex signaling cascade with highly dynamic gene expression [27,28]. In this study, we took advantage of such an ideal system to investigate the dynamics of m^5^C modification in neurons in response to environmental stimuli and explore the correlation between the changes in gene expression and RNA methylation.

## 2. Materials and Methods

### 2.1. Animal

C57BL/6 mice were maintained and bred in a 12 h light/dark cycle under standard pathogen-free conditions. Adult female and male mice were used for time pregnancy by checking vaginal plugs daily in the morning. Positive plugs were designated as E0.5.

### 2.2. Primary Mouse Cortical Neuronal Culture

Primary mouse cortical neurons were prepared as previously described [27] with some modifications. Briefly, C57BL/6 E16.5 mouse embryos were micro-dissected for cortex tissues and the cortex tissues were dissociated into a single-cell suspension using the Neural tissue dissociation kit (P) (Cat# 130-092-628, Miltenyi Biotec, Gaithersburg, MD, USA) according to the manufacturer’s instructions. After dissociation, neuronal cells were filtered through a 70 μm strainer (Falcon, Titusville, FL, USA), and spun at 300 g for 10 min. The cell pellet was resuspended in neuronal culture medium (Neurobasal medium containing 2% B27 supplement (Invitrogen, Wilmington, NC, USA), 1% Glutamax (Thermo Fisher, Wilmington, NC, USA) and 1% penicillin-streptomycin (Thermo Fisher, Wilmington, NC, USA) and seeded on laminin and poly-ornithine coated 10 cm dishes. Neurons were grown in vitro for 7 days with fresh medium changed on day 3 and 6.

### 2.3. Membrane Depolarization and RNA Isolation

After being cultured in vitro for 6 days, neuronal cells were silenced with 1 μM tetrodotoxin (TTX; Fisher, Clarion County, PA, USA) and 100 μM DL-2-amino-5-phosphopentanoic acid (DL-AP5; Fisher) overnight. The next morning, neuronal cells were depolarized with 55 mM KCl for 0 h, 2 h, and 6 h. At the end time point, the neuronal cells were harvested and lysed with TRIzol reagent. Total RNA was extracted using TRIzol reagent combined with the RNeasy min kit (QIAGEN, Germantown, MD, USA) with DNase I on-column digestion. To enrich poly(A)-containing mRNAs, two rounds of poly(A) selection were performed using oligo(dT) beads (Thermo Fisher) following the manufacturer’s instructions.

### 2.4. Immunostaining

Immunostaining was performed as previously described [29]. Briefly, E16.5 mouse cortical neurons were dissociated and seeded on an 8-well chamber and cultured in vitro for 7 days (DIV7). The neurons were fixed with 4% paraformaldehyde in phosphate buffered saline (PBS) for 15 min and permeabilized with 0.2% TritonX-100 in PBS for 10 min. After being blocked with 5% Normal Goat Serum (Thermo Fisher) at room temperature (RT) for 1 h, the cells were incubated with mouse anti-Tuj1 antibody (Cat# 801201, Biolegend, San Diego, CA, USA) and rabbit anti-GFAP antibody (Sigma, New York, NY, USA, HPA056030) at 4 °C overnight. Then the cells were incubated with Cy3 conjugated anti-rabbit IgG (A10520, Invitrogen) and Alexa Fluor 488 conjugated anti-mouse IgG (A10680, Invitrogen) secondary antibodies at RT in darkness for 1 h. After washing 3 × 5 min with 1 × PBS, cells were then mounted with DAPI-Fluoromount-G™ Clear Mounting Media (Cat# 010020, Southern Biotech, Birmingham, AL, USA). Fluorescent images were acquired using a confocal microscope.

### 2.5. RNA-seq Library Construction

Stranded RNA-seq libraries were constructed using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA) following manufacturer’s instructions. Briefly, after two rounds of poly(A) selection, the mRNA samples were fragmented and primed to synthesize first strand cDNA, followed by synthesis of the second strand cDNA. After Ampure XP beads purification, dA tailing was performed and indexed adapters were ligated to both ends of the double stranded cDNA. Adapter-ligated DNA fragments were enriched by PCR amplification for 12 cycles. After Ampure XP beads purification, the PCR products were size-selected in a range from 350 bp to 550 bp on 2% dye-free agarose gel using the pippin recovery system (Sage Science, Beverly, MA, USA). The recovered libraries were sequenced on a Hiseq 4000 platform in the 150 bp paired end mode (Illumina, San Diego, CA, USA).

### 2.6. RNA-seq Data Analysis

Raw reads were trimmed to remove the adapters and low-quality bases (Q < 30) using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) (accessed on 5 May 2021). Processed reads with lengths greater than 30 nt were defined as clean reads. Clean reads were mapped to the mm10 genome and gene expression level are calculated by RSEM [30]. The raw counts were used to identify differentially expressed genes by DESeq2 [31]. The criteria of differentially expression genes includes: (1) the adjusted *p*-value is less than or equal to 0.05, and (2) the gene expression fold change is greater than 2. Gene ontology (GO) analysis was performed using the DAVID online tool (2021 Update) [32]. Default parameters were used for the enrichment analysis for Biological Process (BP), cellular component (CC), and molecular function (MF).

### 2.7. Generation of Spike-In Unmethylated mRNA Control

The spiked-in unmethylated mRNA was transcribed from the pTRI-Xef plasmid supplied by the MEGAscript™ T7 Transcription Kit (Invitorgen). Briefly, the linearized pTRI-Xef plasmid was transcribed in vitro in a reaction with MEGAscript T7 RNA polymerase (Ambion, Carlsbad, CA, USA) at 37 °C for 4 h, followed by DNase treatment to remove the DNA template. The RNA sample was purified using the RNeasy Mini Kit (QIAGEN, Germantown, MD, USA). The in vitro transcribed unmethylated mRNA control was spiked at a ratio of 0.5% in the RNA samples before bisulfite treatment.

### 2.8. RNA BS-seq Library Construction

RNA bisulfite conversion was performed as previously described [12] with minor modifications. Briefly, poly(A) RNA was spiked-in with Xef unmethylated RNA and bisulfte converted using the EZ RNA methylation Kit (Zymo Research, Irvine, CA, USA) with initial denaturation at 95 °C for 1 min, followed by three cycles of 70 °C for 10 min and 64 °C for 45 min. Binding, desulphonation, and purification were performed on-column following the manufacturer’s instructions. The eluted RNA was used for stranded RNA-seq library construction using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA) with a supplement of ACT random hexamers during first strand cDNA synthesis.

### 2.9. RNA BS-seq Data Processing

RNA BS-seq data analysis was performed as previously described [33]. Mouse transcriptome (GRCm38) and annotation files were downloaded from the Ensemble database. Raw reads were trimmed to remove the first 6 bases on the 5′ end, adapters, and low-quality bases using Trim Galore. The processed reads with lengths greater than 30 nt were defined as clean reads and mapped to the mouse genome using meRanRh from meRanTK (version 1.2.1) [34]. Analysis of the unmethylated Xef mRNA spike-in controls were used to estimate the global bisulfite conversion rate. Unambiguously aligned reads were used to call candidate m^5^Cs by meRanCall from meRanTK. Sequential filtering steps were applied to ensure high-confidence in methylation calling: (1) 3C filter: bisulfite converted reads with more than 3 unconverted Cs were excluded. (2) Standard filter: coverage depth ≥ 20, methylation level ≥ 0.1, and methylated cytosine depth ≥ 6. (3) Signal/noise (S/N) filter: the m^5^C sites with “signal/noise” ratios greater than 0.9 were retained [8,35]. (4) False discovery rate (FDR) filter: adjusted *p*-values less than 0.05 were retained [12,34]. (5) Secondary structure filter: RNAfold of the ViennaRNA v2.2.9 software (–maxBPspan 150, -T 70, –MEA 0.1) was applied to predict conversion-resistant regions [36]. m^5^C sites located in these regions were further removed. After all the filtering steps, the remaining m^5^C sites that were present in both biological replicates were considered high-confidence m^5^C sites.

### 2.10. Determination of m^5^C Distribution, Differential Methylation and Correlation Analysis

The m^5^C sites were annotated using the GTF file from Ensemble. The m^5^C sites located within mRNAs were assigned into three segments: 5′ UTR, CDS, and 3′ UTR. Based on the ratio of the average lengths of 5′ UTR, CDS, and 3′ UTR in the transcriptome, we assigned 5, 22, and 18 bins to 5′ UTR, CDS, and 3′ UTR, respectively. The number of m^5^C sites located in each bin was counted and the percentage of m^5^C sites in each bin was calculated to plot the density of m^5^C sites along the mRNA transcripts.

The sites used for differential methylation analysis required the following two criteria: (1) coverage depth ≥ 10 in all replicates, and (2) high-confidence m^5^C sites in at least one condition. A customized Perl code implemented with the Fisher Exact Test was used to evaluate the significance of differential methylation, and the false discovery rate (FDR) method was used to correct for multiple comparisons. Sites with an adjusted *p* value ≤ 0.05 were considered as differentially methylated sites (DMS). The odds ratio (OR) or methylation fold change was calculated as previously described [37]. Pearson correlation between log2 expression fold changes and methylation change was performed to identify the correlation between RNA methylation and RNA expression.

## 3. Results

### 3.1. Robust Transcriptional Dynamics Induced by Neuronal Depolarization

To investigate mRNA methylation and expression upon neuronal activation, we performed both RNA-seq and RNA BS-seq with a widely used neuronal depolarization model (Figure 1a). Briefly, E16.5 mouse cortical neurons were dissociated and cultured in vitro as previously described [27]. To characterize the in vitro neuronal culture, we performed immunostaining using a neuronal marker (Tuj1) and a glial marker (GFAP). Immunostaining of the neuronal culture showed a dominant Tuj1 signal and a minimal GFAP signal, indicating high purity for the neuronal population (Figure 1b). After culturing in vitro for 7 days, the cortical neurons were depolarized with 55 mM KCl for 0 h, 2 h, and 6 h. At each end point, neuronal cells were harvested for total RNA extraction. After two rounds of poly(A) selection, the poly(A)-enriched RNA samples were subjected to RNA-seq and RNA BS-seq library construction. With two biological replicates for each condition, six RNA-seq and six RNA BS-seq libraries were generated and sequenced on the Hiseq 4000 platform with the 150 bp paired end mode.

We obtained comparable sequence coverages for the six RNA-seq libraries (Figure S1a). For each library, an average of 32 million raw read pairs were generated with around 27 million read pairs uniquely mapped to the mouse reference transcriptome (Table S1a). For each time point, the two biological replicates showed similar expression profiles and were grouped together in the principal component analysis (Figure S1b). Pearson correlation analysis also confirmed the high reproducibility between biological replicates (Figure S2a–c). The R package DESeq2 was used for differential gene expression analysis [31]. With stringent cutoffs of fold change > 2 and adjusted *p*-value ≤ 0.05, hundreds to thousands of differentially expressed genes (DEGs) were determined upon neuronal activation. Specifically, we identified 583 up-regulated genes and 972 down-regulated genes in the comparison of 0 h vs. 2 h (Figure 2a,d), 1517 up-regulated genes and 1712 down-regulated genes in the comparison of 0 h vs. 6 h (Figure 2b,e), and 1573 up-regulated genes and 1294 down-regulated genes in the comparison of 2 h vs. 6 h (Figure 2c,f).

Gene Ontology (GO) annotation was performed to annotate the biological functions of these differentially expressed genes (Table S3). Compared to the control (0 h), genes up-regulated at 2 h were highly enriched in transcription factors, such as *Egr1*, *Npas4*, and *Fos*, while genes up-regulated at 6 h were highly enriched in protein phosphorylation and neuron projection extension (Figure 2g). Interestingly, genes down-regulated at 2 h were enriched in a distinct group of transcription factors, including 161 Zinc-finger protein transcription factors (ZFP TFs). In the comparison between 2 h and 6 h, genes down-regulated at 6 h were enriched in DNA repair, while genes up-regulated at 6 h were enriched in a group of transcription factors that consisted of a large number of ZFP TFs. This indicates that the down-regulated ZFP TFs at 2 h were recovered later at 6 h. KEGG pathway analysis showed that genes up-regulated in the comparisons of 0 h vs. 2 h, and 0 h vs. 6 h were enriched in the MAPK signaling pathway, while genes up-regulated in the comparisons of 0 h vs. 6 h, and 2 h vs. 6 h were enriched in axon guidance (Table S3). The above results collectively reveal the highly dynamic regulation of gene expression during neuronal depolarization.

### 3.2. Distinct Gene Expression Patterns in the Early and Late Phases of Neuronal Activation

To further decipher the distinct gene expression profiles observed upon neuronal activation, we pooled the six DEG lists identified in pair-wise comparisons and performed cluster analysis. Based on Z-score normalization, the DEG pool of 4736 genes was grouped into four clusters with distinct expression patterns upon neuronal activation (Figure 3a): decreased gene expression (cluster 0: 1794 genes), increased gene expression (cluster 3: 1086 genes), decreased gene expression at 2 h but increased gene expression at 6 h (cluster 1: 1329 genes), and increased gene expression at 2 h but decreased gene expression at 6 h (cluster 2: 527 genes). Sown-regulated genes (cluster 0) were enriched in DNA repair related pathways, such as non-homologous end-joining, DNA replication, base excision repair, and homologous recombination (Figure S3). This suggests that DNA replication and repair might be suppressed during the neuronal activation process. In contrast, genes that were up-regulated (cluster 3) were enriched in synaptic functions, such as chemical synaptic transmission, neuron projection extension, and axon guidance. Notably, genes in both cluster 1 and cluster 2 were enriched in DNA-templated regulation of transcription. Genes in cluster 1 were enriched in RNA modification, methylation, and tRNA processing. Genes in cluster 2 were enriched in the MAPK singling pathway and cell response to calcium ion. Such distinct functional enrichments among the four clusters indicate highly complex regulatory networks in activated neurons.

Cluster 2 and 3 may contain early and late response genes, which are well known to play key roles in processing external stimulation [27,28,38]. In this study, early response genes were defined as: up-regulated at 2 h compared to 0 h while down-regulated at 6 h compared to 2 h. On the other hand, late response genes were defined as: up-regulated at 6 h compared to 0 h and up-regulated at 6 h compared to 2 h. A total of 82 early response genes and 980 late response genes were identified (Figure 3c,d). The majority of these genes were included in cluster 2 or 3 (Figure 3e). The overlapped gene sets were considered as early response genes or late response genes with high-confidence and subjected to GO annotation analysis (Figure 3f). Early response genes were highly enriched in biological processes associated with transcriptional regulatory complexes, such as regulation of transcription from RNA polymerase II promoter and DNA-templated regulation of transcription, while the late response genes were associated with protein phosphorylation, transmembrane transport, and synaptic functions, such as regulation of membrane potential, chemical synaptic transmission, and axon guidance (Figure 3f). This result indicates that genes up-regulated in the early stage regulate the signal transduction cascade, while genes up-regulated in the late stage regulate the structural changes of neurons.

### 3.3. Transcriptome-wide mRNA m^5^C Modification in Mouse Cortical Neurons

Considering that genes down-regulated at 2 h were enriched in RNA modifications, we hypothesized that mRNA m^5^C methylation was dynamically regulated upon neuronal activation. 

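RNA bisulfite sequencing (RNA BS-seq) reads m5C at single-base resolution, because bisulfite converts unmethylated cytosines, which are then read as T, while methylated cytosines are still read as C. Poly(A) RNA was taken from cultured mouse cortical neurons depolarized with 55 mM KCl for 0 h, 2 h, and 6 h, with 2 biological replicates per time point and 6 libraries in total. The authors trimmed the reads, aligned them to the GRCm38 mouse genome with meRanTK, and called candidate cytosines in each library with meRanCall. For each library they deposited a list of positions with the number of reads covering the cytosine, the number of reads with an unconverted C, and the methylation level. The libraries listed 1797715 and 1564646 positions at 0 h (replicates 1 and 2), 1791636 and 1602969 at 2 h, and 2380612 and 1798366 at 6 h. In every library the lowest listed coverage was 10 reads and the lowest number of methylated reads was 1, so a cytosine without any unconverted read is absent from the lists. The median coverage of the listed cytosines was 443 and 396 reads at 0 h, 480 and 440 reads at 2 h, and 324 and 464 reads at 6 h. The reference genome had a cytosine at 1789348 of the 1789348 cytosine positions checked in the 0 h replicate 1 library.

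From these lists, the standard filter of the paper (coverage of at least 20, methylation level of at least 10%, and at least 6 methylated reads) was applied again, and a position was counted when it passed in both replicates of a time point. The 3C filter and the signal/noise filter act on single reads and were not repeated. The secondary structure filter was not applied either. For the results on high-confidence m5C sites, the positions were therefore those of Table S4, while all read counts and levels were taken from the deposited lists. Of the 438 positions in Table S4, between 420 and 432 were listed per library. Their coverage was equal to that of Table S4 for 277 to 324 positions per library, higher for 96 to 155, and lower for 0. Over all libraries, 24 of the entries not listed have 0 methylated reads in Table S4, and the other 46 have no value there. The methylation level of a site at a time point was the mean of its replicate levels. Since PCR copies were not separated from independent molecules, the confidence intervals given cover counting error only.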

To test this hypothesis, we performed bisulfite sequencing to obtain RNA BS-seq datasets. For the six RNA BS-seq libraries, an average of 97 million raw read pairs were sequenced with around 63 million read pairs uniquely mapped to the reference genome (Table S1b). 

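In the paper's Table S1, the raw read pairs per library ranged from 96061471 to 99278196, and those left after the 3C filter ranged from 56024901 to 69314923. The 3C filter removed between 0.169% and 0.225% of the read pairs. These are the paper's values. The analysed values rest on the coverage in the deposited lists, which summed over all listed cytosines to 2104692523 and 1637706778 at 0 h, 2352246636 and 1902544718 at 2 h, and 2210870847 and 2213035261 at 6 h. The number of cytosines covered by at least 20 reads ranged from 1506843 in the 0 h replicate 2 library to 2263178 in the 6 h replicate 1 library.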

To assess the overall bisulfite conversion efficiency, we included an in vitro transcribed Xenopus elongation factor 1α (Xef) mRNA as an unmethylated control. The overall conversion rates (C to T conversion) were estimated to be above 99.9% for all six RNA BS-seq libraries. 

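The reads of the Xef spike-in were not analysed here, but the share of unconverted reads was measured at deeply covered endogenous cytosines, those with at least 5000 reads and a methylation level under 1%. Between 53791 and 90947 cytosines per library met both conditions. The unconverted share was 0.0851% and 0.0837% at 0 h, 0.0850% and 0.0840% at 2 h, and 0.115% and 0.0869% at 6 h (replicates 1 and 2). The 6 h replicate 1 library had the highest share. It exceeded that of its own replicate by 0.0284 percentage points, whereas the mean shares at 0 h and 2 h differed by 9.55e-05 percentage points.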

To reduce the false positive methylation sites, several filtering steps were performed in the following order: (1) 3C filter: reads with more than 3 unconverted Cs were excluded; (2) a standard filter was applied with a coverage depth  ≥  20, methylation level  ≥  0.1 and number of methylated cytosine  ≥  6; (3) sites with signal/noise ratio (S/N ratio) below 0.9 were filtered; (4) sites located within RNA secondary structures were further filtered; and (5) false discovery rate (FDR) filter: adjusted *p*-values less than 0.05 were required to ensure statistical robustness.

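After the standard filter alone, 4371 and 2628 positions remained at 0 h, 4008 and 2728 at 2 h, and 4449 and 3820 at 6 h (replicates 1 and 2). The p-values that the authors deposited with the calls were above 0 at 0 positions in any library, including positions with only 1 methylated read. They could therefore not sort the positions, and the paper's FDR filter could not be repeated. The number of positions passing in both replicates was 2292 at 0 h, 2234 at 2 h, and 2552 at 6 h. With a coverage minimum of 50 in place of 20, these numbers were 1276, 1367, and 1569, and with the minimums applied to the summed reads of both replicates they were 5551, 5000, and 6545. Positions of Table S4 made up 187, 359, and 270 of the positions passing in both replicates. Mitochondrial transcripts held 807, 731, and 780 of them. Telomere-type repeats (CCCTAA units) held 530, 531, and 609, and other short tandem repeats held 279, 191, and 291. Outside these classes, 163, 197, and 143 positions lay in nuclear mRNAs and 326, 225, and 459 lay elsewhere.

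**Figure D1:**
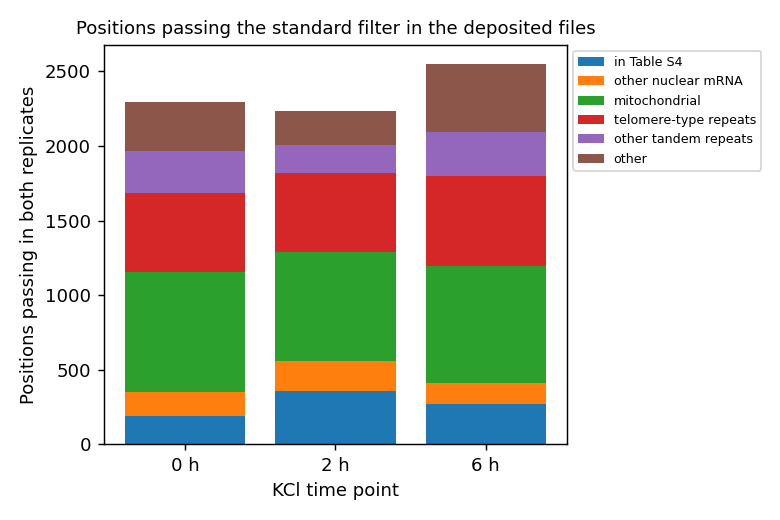
Number of positions that passed the standard filter in both replicates (y axis) at each KCl time point (x axis), stacked by class. Positions of Table S4 are the lowest segment of each bar, and mitochondrial positions and telomere-type repeats are the largest segments at every time point.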

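The replicates of each time point were compared over the Table S4 sites that passed in both. The median difference between replicate 1 and replicate 2 was 0.20 percentage points at 0 h, −0.50 at 2 h, and 1.15 at 6 h, and the median absolute difference was 3.30, 2.80, and 3.35 percentage points. Fisher's exact test on the read counts, with Benjamini-Hochberg adjustment, separated the replicates at 3 of 411 Table S4 sites at 0 h, 5 of 426 at 2 h, and 21 of 423 at 6 h. At an unadjusted p of 0.05, the same test separated them at 51, 51, and 69 sites. Of the 21 sites at 6 h, 18 were higher in replicate 1.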

High reproducibility of RNA BS-seq data was observed between biological replicates. The percentage of overlapped m^5^C sites between two biological replicates ranged from 30.88% to 52.64% (Figure S4a), and the Pearson’s correlation for the methylation level of the overlapped m^5^C sites between two biological replicates ranged from 0.88 to 0.92 (Figure S4b). 

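Among all positions that passed the standard filter in either replicate, 48.7% at 0 h, 49.6% at 2 h, and 44.6% at 6 h passed in both. Figure S4a instead gives the share of the sites of each single replicate, so its percentages have another denominator. When only positions in nuclear mRNAs were counted, a choice made after seeing the data, the overlap was 32.9% of 1015 positions at 0 h, 36.3% of 1426 at 2 h, and 20.2% of 1860 at 6 h. Over the Table S4 sites passing in both replicates, Pearson's r between the replicate levels was 0.896 at 0 h (95% confidence interval 0.864 to 0.921), 0.926 at 2 h (0.909 to 0.939), and 0.878 at 6 h (0.848 to 0.903). These correlations are across sites, which are not independent replicates. With a coverage minimum of 50, r was 0.929 at 0 h and 0.909 at 6 h.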

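In nuclear mRNAs, positions passing in both replicates had a mean methylation level of 28.9% at 0 h, 26.8% at 2 h, and 27.0% at 6 h. Positions passing in replicate 1 alone averaged 16.8%, 17.1%, and 18.7%, and those passing in replicate 2 alone averaged 16.7%, 17.7%, and 17.3%. Over positions of every class, the shared positions averaged 54.6% at 0 h, 54.7% at 2 h, and 60.1% at 6 h. There, the positions found in replicate 1 alone averaged 55.6% at 0 h, which was above the shared positions, and 43.2% and 31.4% at 2 h and 6 h. Positions of every class found in replicate 2 alone averaged 26.4%, 21.2%, and 43.4%.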

The average methylation level of the overlapped m^5^C sites between biological replicates was higher than that of the m^5^C sites determined in one replicate alone (Figure S4c). In this study, the overlapped m^5^C sites between the two biological replicates were considered as m^5^C sites with high-confidence and used for downstream analysis (Table S4). 

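Table S4 lists 185 m5C sites for 0 h, 358 for 2 h, and 268 for 6 h, and all of these passed the standard filter in both replicates with the deposited read counts. A further 73 Table S4 sites at 0 h, 50 at 2 h, and 83 at 6 h passed in only 1 of the replicates. The median coverage of the sites passing in both was 182 and 154 reads at 0 h, 193 and 165 at 2 h, and 180 and 175.5 at 6 h, and the lowest coverage was 21, 21, and 20 reads.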

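With the deposited read counts, the Table S4 positions passing in both replicates lay in 157 genes at 0 h, 314 genes at 2 h, and 225 genes at 6 h. Among the 371 Table S4 positions covered by at least 20 reads in all 6 libraries, 166 passed at 0 h, 323 at 2 h, and 247 at 6 h. The ratio of sites at 2 h to sites at 0 h was 1.95 over these positions and 1.92 without the coverage requirement. The median methylation level of the 371 positions was 10.7% in both 0 h libraries, 17.6% in both 2 h libraries, and 15.6% and 14.1% in the 6 h libraries.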

In neurons stimulated with KCl, a total of 185 to 359 m^5^C sites within 157 to 314 RNA molecules were identified for (Figure 4a,b). 

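Table S4 names a gene for 162 of the sites passing at 0 h, 325 at 2 h, and 235 at 6 h. Of these, 157 (96.9%), 321 (98.8%), and 230 (97.9%) were in protein-coding genes.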

The majority (97.50% ~ 98.77%) of these identified m^5^C sites were located within mRNAs (Figure S3d). The remaining m^5^C sites were mapped to noncoding RNAs, including lincRNA, processed transcripts, and pseudogenes (Figure S4d).

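Sites in genes of other types numbered 5 at 0 h, 4 at 2 h, and 5 at 6 h. Table S4 gives no gene for 25, 34, and 35 further sites.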

The majority of m^5^C sites (72.4% at 0 h, 73.5% at 2 h, and 61.7% at 6 h) had a methylation level below 30%, and only 6.7% to 7.6% of m^5^C sites showed methylation levels above 50%. 

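From the deposited levels, 136 of 187 sites at 0 h (72.7%, 95% Wilson confidence interval 65.9 to 78.6), 265 of 359 sites at 2 h (73.8%, 69.0 to 78.1), and 192 of 270 sites at 6 h (71.1%, 65.4 to 76.2) had a methylation level below 30%. Levels above 50% were found at 14 sites at 0 h (7.49%, 4.51 to 12.2), 29 sites at 2 h (8.08%, 5.68 to 11.4), and 19 sites at 6 h (7.04%, 4.55 to 10.7). The intervals of the time points overlap for both shares. The paper's 61.7% of sites below 30% at 6 h lies under the interval found here, and the cause was not tested. The highest mean levels over the 6 libraries were 97.1% at position 77979895 on the plus strand of chromosome 10, which Table S4 assigns to Ppil4, 92.9% at 31186632 on the minus strand of chromosome 14 (Nisch, 3′ UTR), and 91.1% at 38986168 on the plus strand of chromosome 4, which has no gene in Table S4. Between 0 h and 2 h, the adjusted p was 1.00, 0.275, and 0.339 (Fisher's exact test with Benjamini-Hochberg adjustment). The Nisch site fell from 100% at 2 h to 86.6% ± 8.13 (SD, n = 2) at 6 h (exact test, adjusted p = 0.0433), with coverage of 14 and 19 reads at 2 h.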

The median methylation level of the m^5^C sites was approximately 20% among the three groups (20.7% in 0 h, 19.5% in 2 h, and 20.6% in 6 h) (Figure 4c and Figure S4e). 

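The median level was 20.4% at 0 h, 19.6% at 2 h, and 20.5% at 6 h. Separately by replicate it was 20.1% and 20.2% at 0 h, 19.7% and 19.2% at 2 h, and 20.5% and 19.8% at 6 h, so that the time points differed by little more than the replicates did. The middle part of the sites, between the lower and upper quartiles, spanned 14.7% to 33.5% at 0 h, 14.4% to 31.0% at 2 h, and 14.5% to 31.2% at 6 h. Taking every position that passed the standard filter in place of the Table S4 positions raised the medians to 42.2%, 43.1%, and 50.1%.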

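The sequence context of the m5C sites was compared with that of 569382 cytosines at 0 h, 605581 at 2 h, and 739104 at 6 h that had levels under 1% in both replicates. G at all of the positions +2 to +4 followed 42 of 185 sites at 0 h (22.7%, 95% Wilson confidence interval 17.3 to 29.3), 94 of 358 sites at 2 h (26.3%, 22.0 to 31.0), and 66 of 268 sites at 6 h (24.6%, 19.9 to 30.1). The unmethylated cytosines had it at 1.79%, 1.82%, and 1.73%. The odds ratios were 16.1, 19.2, and 18.5 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 2.73e-33, 1.59e-77, and 1.72e-54). By single positions at 2 h, G was found at +2 in 72.6% of sites against 30.4% of unmethylated cytosines, at +3 in 69.8% against 27.2%, and at +4 in 56.4% against 28.1%. At +1, A or G followed 77.9% of the sites at 2 h and 43.6% of the unmethylated cytosines. The unmethylated cytosines have more than 100 reads each, since 1 unconverted read at a lower coverage already exceeds the level limit. Among m5C sites with more than 100 reads in both replicates, a choice made after seeing the data, the share with G at +2 to +4 was 19.5%, 24.2%, and 22.0%. Over every position passing the standard filter, the share was 3.05%, 5.42%, and 3.45%.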

The sequence frequency logo showed a dominant G-rich triplet (A/G-GGG) motif downstream of the m^5^C sites (Figure 4d). A density plot showed a peak of m^5^C sites at the 5’UTR and an increasing peak at the translation initiation sites (Figure 4e). 

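Sites were placed in mRNA segments with the GENCODE M21 annotation of GRCm38. The 5′ UTR held 16 of 141 mRNA sites at 0 h (11.3%, 95% Wilson confidence interval 7.11 to 17.6), 23 of 292 at 2 h (7.88%, 5.31 to 11.5), and 18 of 206 at 6 h (8.74%, 5.60 to 13.4). Unmethylated cytosines of mRNAs lay in the 5′ UTR in 2.48%, 2.64%, and 2.57% of cases. The corresponding odds ratios were 5.03, 3.15, and 3.62 (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.60e-06, 6.57e-06, and 8.03e-06). The CDS held 48.9%, 52.4%, and 49.0% of the mRNA sites, against 74.5%, 73.6%, and 73.0% of the unmethylated cytosines. The 3′ UTR held 39.7%, 39.7%, and 42.2%, against 23.1%, 23.8%, and 24.5%. Sites were thus also more frequent in the 3′ UTR than the background, and less frequent in the CDS, but only the 5′ UTR share was tested. With the segments given in Table S4, the 5′ UTR shares were 12.5%, 9.26%, and 9.87%, and over every mRNA position passing the standard filter they were 26.6%, 16.6%, and 21.3%. Among sites with more than 100 reads in both replicates, a setting chosen after seeing the data, the 5′ UTR shares were 7.00%, 3.94%, and 5.80%, and the share at 2 h was no longer separated from the background (p = 0.266 from Fisher's exact test). The density along the transcript was not binned as in Figure 4e.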

A large portion of the m^5^C sites identified (132 sites, 71.35% in 0 h, 36.77% in 2 h, 49.07% in 6 h) were shared among the three time points (Figure 4f). 

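With the deposited read counts, 132 sites passed in both replicates at all 3 time points, which is 70.6% of the sites at 0 h, 36.8% at 2 h, and 48.9% at 6 h. A total of 18 sites passed only at 0 h, 128 only at 2 h, and 46 only at 6 h. Between pairs of time points, 154 sites were shared by 0 h and 2 h, 147 by 0 h and 6 h, and 209 by 2 h and 6 h.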

In all three groups, the m^5^C containing mRNAs showed enrichment of important neuronal functions, such as regulation of synaptic plasticity, synaptic transmission, synaptic vesicle exocytosis, and axon guidance (Figure 4g). This suggests that m^5^C modification may play a critical function in neurons. 

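The protein-coding genes with an m5C site from the deposited counts, which are the input to such an enrichment test, numbered 153 at 0 h, 310 at 2 h, and 221 at 6 h. Of all genes with a site, 133 were shared by 0 h and 2 h, 125 by 0 h and 6 h, and 182 by 2 h and 6 h, and 113 had the same site at all 3 time points. Gene ontology annotation was not analysed here.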

Interestingly, methylated mRNAs in neurons at 0 h and 6 h were enriched in chromatin organization, methylated mRNAs in neurons at 0 h and 2 h were enriched in memory, and methylated mRNAs in neurons at 2 h and 6 h were enriched in phosphorylation. The time point specific functional enrichments indicate that m^5^C modification is dynamically regulated during neuronal activation.

### 3.4. Dynamic m^5^C Landscape upon Neuronal Activation

To further determine the changes in mRNA m^5^C modification, we performed pair-wise comparisons of methylation profiles for the three groups (Figure 5a–c). Since substantial gene expression changes occur during neuronal activation, we limited our analysis to the m^5^C sites with sufficient coverage (20×) for comparison (Figure 5d–f). 

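Sites that were high-confidence at either of the time points compared and covered by at least 20 reads in all 4 libraries numbered 359 for 0 h vs. 2 h, 278 for 0 h vs. 6 h, and 378 for 2 h vs. 6 h. Over these sites, the median level rose from 11.7% at 0 h to 18.9% at 2 h and from 14.0% at 0 h to 19.2% at 6 h, and it changed from 17.8% at 2 h to 14.7% at 6 h.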

A total of 349 (0 h vs. 2 h), 266 (0 h vs. 6 h), and 372 (2 h vs. 6 h) m^5^C sites met this criterion. Compared to those at 0 h, the methylation levels of m^5^C sites in neurons at 2 h and 6 h were, in general, significantly higher. However, the methylation levels of m^5^C sites in neurons at 6 h were significantly lower than those in neurons at 2 h.

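The median over sites of the level at 2 h minus that at 0 h was 7.50 percentage points (quartiles 3.63 and 12.6). The level was higher at 2 h in 88.0% of the sites and lower in 11.4%. From 0 h to 6 h the median difference was 4.75 percentage points, with 74.1% of the sites higher and 25.5% lower. A two-sided permutation test on the signed-rank statistic, with 100000 sign flips over sites, gave p = 1e-05 for both comparisons, the smallest p it can give, and the Benjamini-Hochberg adjusted values over the 3 comparisons were the same. Sites are not independent replicates, and the differences are therefore also given by replicate. The paper's text does not name whether same-numbered replicates came from 1 culture. With the replicate number as a block, the median difference was 7.50 percentage points in replicate pair 1 and 7.80 in pair 2 for 0 h vs. 2 h, and 5.10 and 4.45 for 0 h vs. 6 h. The deviations of same-numbered libraries from their time point means correlated at 0.0441 for 0 h and 2 h and at −0.0341 for 0 h and 6 h, so that the numbers carried little pairing information. With every position that passed the standard filter in place of the Table S4 sites, the median difference was 0 for 0 h vs. 2 h over 2248 positions and 0 for 0 h vs. 6 h over 2324 positions, with permutation p = 1e-05 for both, the smallest it can give. Sites chosen only for being high-confidence at the time point not compared had median differences of 6.75 and 3.25 percentage points.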

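From 2 h to 6 h, the median difference over the compared sites was −3.58 percentage points (quartiles −9.16 and 1.61), and 66.1% of the sites were lower at 6 h (p = 1e-05 from the same permutation test, the smallest it can give). It was −3.00 percentage points in replicate pair 1 and −4.15 in pair 2, with a correlation of 0.0331 between the deviations of same-numbered libraries. For comparison, the median differences between the replicates over the Table S4 sites tested were −0.35 percentage points at 2 h and 1.00 at 6 h. Over 2280 positions passing the standard filter irrespective of Table S4, the median difference was 0 (permutation p = 0.361).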

To further investigate the site-specific methylation changes, differential methylation analysis was performed. 

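Differential methylation was tested at 406 sites for 0 h vs. 2 h, 399 for 0 h vs. 6 h, and 413 for 2 h vs. 6 h, these being the Table S4 sites covered by at least 10 reads in all 4 libraries. The methylated and unmethylated reads of both replicates were summed and compared by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment, and 246, 165, and 194 sites had an adjusted p of at most 0.05. Summing the reads leaves the spread between replicates out of the test. A Cochran-Mantel-Haenszel test with the replicate number as a block called 254, 164, and 196 sites, of which 246, 161, and 192 were shared with the Fisher test. The number for 0 h vs. 2 h moved most under limma on the log2 ratio of methylated to unmethylated reads per library. For the comparisons in the same order, limma called 99, 0, and 44 sites after Benjamini-Hochberg adjustment. At an unadjusted p of 0.05 it called 193, 108, and 134 sites. With the replicate block, limma called 133, 0, and 36 sites, and 198, 91, and 127 at an unadjusted p of 0.05. A quasi-binomial model with a dispersion shared over sites, estimated at 1.76 for 0 h vs. 2 h and 2.05 for 0 h vs. 6 h, called 199, 95, and 108 sites. The levels of the earlier and the later replicates did not overlap at 73.4%, 58.6%, and 61.7% of the sites tested, where chance orderings of 4 libraries separate 33.3%.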

A total of 200 (0 h vs. 2 h), 108 (0 h vs. 6 h), and 136 (2 h vs. 6 h) differentially methylated m^5^C sites (DMS) were identified (Figure 5g–i). Compared to 0 h, 198 hypermethylated and 2 hypomethylated DMS sites were determined at 2 h, and 96 hypermethylated and 12 hypomethylated DMS sites were determined at 6 h. 

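Of the DMS between 0 h and 2 h, 243 were hypermethylated and 3 hypomethylated at 2 h, with a median change of 10.5 percentage points for the hypermethylated sites. The direction was the same in both replicate pairs at 245 of the 246 DMS. Between 0 h and 6 h, 142 DMS were hypermethylated and 23 hypomethylated, and 161 of 165 changed in the same direction in both replicate pairs. The changes given for single sites are of the summed reads, the adjusted p-values are from Fisher's exact test with Benjamini-Hochberg adjustment, and the levels are means over replicates (SD, n = 2).

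The largest increase at 2 h was at position 33139501 on the minus strand of chromosome 2, where Table S4 gives no gene. Its level rose from 26.3% ± 2.90 to 82.4% ± 17.5 (exact test, adjusted p = 1.44e-07), with coverage of 46 and 33 reads at 0 h and only 19 and 10 reads at 2 h. Its adjusted p was 0.0808 after the reads were downsampled to equal coverage and 0.0507 by limma, and it passed under the quasi-binomial model. In the 3′ UTR of Arid3a (chromosome 10, 79952826), the level rose from 4.45% ± 2.90 to 54.5% ± 0.495 (exact test, adjusted p = 1.04e-11). At 34188431 on chromosome 14, in the 3′ UTR of Gprin2 by GENCODE, it rose from 18.3% ± 0.849 to 66.8% ± 2.26 (exact test, adjusted p = 3.53e-21). The hypomethylated DMS at 2 h were in the 5′ UTR of Cers4 (chromosome 8, 4493486), the 3′ UTR of Wdr48 (chromosome 9, 119925427), and at 37958151 on chromosome 18, which Table S4 assigns to Fchsd1 and GENCODE to the CDS of Rell2. Their changes were −33.0, −11.7, and −8.37 percentage points (adjusted p = 0.00107, 4.28e-04, and 7.14e-05), and with limma in place of Fisher's exact test the Wdr48 and Fchsd1 sites had adjusted p of 0.142 and 0.104, while both passed under the quasi-binomial model. The Fchsd1 change was −4.1 percentage points without replicate 1 and −11.7 without replicate 2.

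At 6 h, the largest increases were in the 5′ UTR of Mad2l2 (chromosome 4, 148140305), from 10.2% ± 5.80 to 48.7% ± 4.53 (exact test, adjusted p = 5.10e-05), the CDS of Ccdc107 (chromosome 4, 43495356), from 15.7% ± 0.495 to 43.4% ± 0.778 (adjusted p = 1.22e-52), and the 3′ UTR of Clec2l (chromosome 6, 38680743), from 39.2% ± 2.33 to 67.0% ± 11.3 (adjusted p = 0.00118). By limma, which called 0 sites in this comparison, these sites had adjusted p of 0.0914, 0.0914, and 0.138, and all passed under the quasi-binomial model. Decreases at 6 h were largest in the 5′ UTR of Trio (chromosome 15, 28025652), at −15.5 percentage points, and in the 3′ UTRs of Wdr48, at −11.0, and Elavl3 (chromosome 9, 22016350), at −8.74, with adjusted p of 0.00833, 0.00257, and 0.00536. None of these decreases passed under limma (adjusted p = 0.242, 0.428, and 0.246) or the quasi-binomial model (adjusted p = 0.102, 0.0665, and 0.0783), and all passed under the Cochran-Mantel-Haenszel test. Without replicate 2, the changes of Trio, Wdr48, and Elavl3 were −13.6, −3.8, and −4.3 percentage points. Without replicate 1 they were −14.7, −13.5, and −12.1, so the Wdr48 and Elavl3 decreases rest largely on replicate 2.

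**Figure D2:**
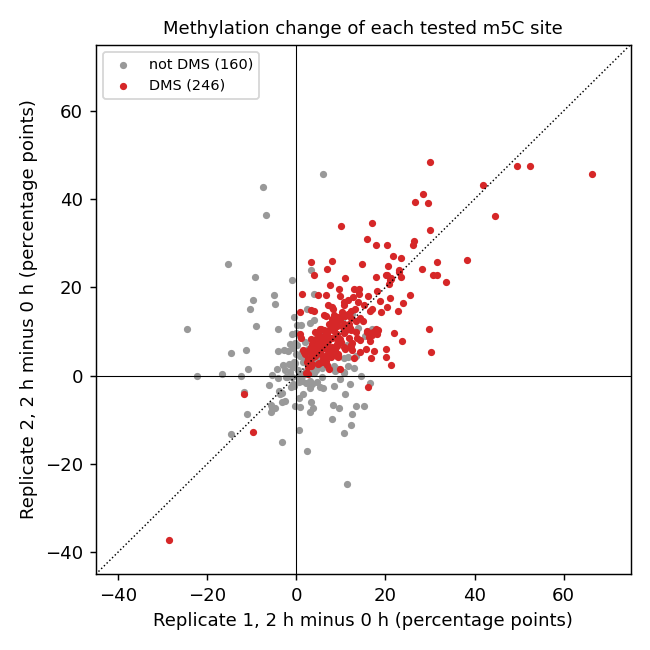
Change in methylation level from 0 h to 2 h of each tested m5C site, in percentage points, in replicate pair 1 (x axis) and replicate pair 2 (y axis). Red points are the 246 DMS, grey points are the other tested sites, and the dotted line marks equal changes; nearly all DMS lie above 0 in both pairs.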

Compared to 2 h, 21 hypermethylated and 115 hypomethylated DMS sites were determined at 6 h. 

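Between 2 h and 6 h, 37 DMS were hypermethylated and 157 hypomethylated at 6 h, with median changes of 6.91 and −10.5 percentage points, and 188 of the 194 changed in the same direction in both replicate pairs. The largest decreases were at the chromosome 2 site 33139501, with a change of −59.1 percentage points (adjusted p = 7.25e-07 from Fisher's exact test with Benjamini-Hochberg adjustment, 0.0556 from limma), at 110080499 on chromosome 9, where Table S4 gives no gene, with −51.6 (adjusted p = 2.22e-06), and in Arid3a, with −43.3 (adjusted p = 8.00e-05). The coverage of the chromosome 9 site was 27 and 13 reads at 2 h and 31 and 33 reads at 6 h. The largest increases were in Mad2l2, by 39.9 percentage points (exact test, adjusted p = 1.73e-05), at 106936781 on chromosome 13, in the 5′ UTR of Ipo11 by Table S4, by 19.2 (adjusted p = 0.00683), and in the 3′ UTR of Adam12 (chromosome 7, 133884828), by 15.7 (adjusted p = 0.0188). In Adam12, the replicates at 2 h were at 1.60% and 14.6%, and the adjusted p was 0.177 by limma and 0.111 by the quasi-binomial model. In Ipo11, the quasi-binomial model gave an adjusted p of 0.0827. When sites were called here by the standard filter in place of Table S4, 343 of 2928 tested positions were DMS, with 177 higher and 166 lower at 6 h.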

DMS-containing mRNAs from the three pair-wise comparisons were enriched in synaptic functions, such as regulation of synaptic transmission, regulation of synaptic plasticity, and axonogenesis (Figure 5j). 

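The DMS lay in 224 genes for 0 h vs. 2 h, 153 for 0 h vs. 6 h, and 175 for 2 h vs. 6 h. A total of 50 genes held a DMS in all 3 comparisons and 289 in at least 1. Functional enrichment of these genes was not analysed here. From the enrichment of the DMS-containing mRNAs in synaptic functions, the paper proposes that a fine-tuning of m5C modification may occur upon neuronal activation to regulate synaptic homeostasis.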

More specifically, the DMS-containing mRNAs in the comparison between 0 h and 2 h were enriched in neuron cellular homeostasis, while the DMS-containing mRNAs in the comparison between 0 h and 6 h were enriched in protein transport and regulation of autophagy, and the DMS-containing mRNAs in the comparison between 2 h and 6 h were enriched in microtube cytoskeleton organization, cell migration, target of rapamycin (TOR) signaling and protein phosphorylation. These results suggest that the fine-tune regulation of m^5^C modification may occur upon neuronal activation to regulate the synaptic homeostasis.

### 3.5. mRNA m^5^C Methylation Negatively Correlates with Expression in Neurons upon Neuronal Activation

To further characterize the m^5^C methylation dynamics upon neuronal activation, we pooled the three lists of DMS sites for cluster analysis. According to Z-score normalization, the DMS pool was grouped into five clusters with distinct methylation patterns (Figure 6a,b): increased methylation at 2 h and then decreased at 6 h (cluster 0 with 90 DMS sites), increased methylation at 2 h and stayed hypermethylated at 6 h (cluster 1 with 51 DMS sites), decreased methylation at 2 h but increased at 6 h (cluster 1 with 13 DMS sites), increased methylation from 0 h to 6 h (cluster 3 with 40 DMS sites), and decreased methylation from 0 h to 6 h (cluster 4 with 9 DMS sites). 

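The DMS of the 3 comparisons pooled to 320 sites, of which 305 were tested in every comparison. Ordered by their mean levels only, 204 of these rose from 0 h to 2 h and fell from 2 h to 6 h, 82 rose in both steps, 10 fell and then rose, and 9 fell in both steps. A site placed by its mean levels can have a step smaller than its replicate spread. Called by Fisher's exact test, 51 sites were DMS in all 3 comparisons. The clustering of Z-scores was not repeated.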

GO annotation of the five clustered DMS-containing mRNAs showed distinct functional enrichments (Figure S5). Cluster 0 showed enrichment in synaptic functions, such as regulation of long-term synaptic potentiation, modulation of synaptic transmission, and regulation of axonogenesis. Cluster 0 also showed enrichment in the positive regulation of GTPase activity. Cluster 1 was enriched in the regulation of pre-synapse assembly and cell differentiation, cluster 2 was enriched in the regulation of synaptic vesicle exocytosis, cluster 3 was enriched in neuron projection development, and cluster 4 was enriched in the establishment of protein localization. In summary, opposite methylation trends may occur in neurons upon activation, such as cluster 0 vs. cluster 2.

Although DMS-containing mRNAs are critical for synapse plasticity in general, the functional enrichment results indicate that different trends in methylation changes are linked to genes responsible for diverse functions. Such dynamic methylation changes resemble the observed gene expression changes. This prompted us to further investigate the correlation between m^5^C modification and gene expression. We integrated RNA-seq and RNA BS-seq datasets to perform pair-wise correlation analyses for the changes in m^5^C methylation and the changes in corresponding mRNA expression. Consistent negative Pearson correlation between expression changes and m^5^C methylation difference was observed for all the three comparisons (0 h vs. 2 h: R = −0.19, *p*-value = 0.0083; 0 h vs. 6 h: R = −0.40, *p*-value = 2.1×10^−5^, 2 h vs. 6 h: R = −0.32, *p*-value = 0.00015) (Figure 6c–e). These results indicate that an increase in mRNA expression may result in decreased m^5^C methylation in activated neurons. 

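The RNA-seq counts were not analysed here, and expression was taken from the TPM values of the paper's Table S2, of which 1999 genes were in hand. They covered 34 of the 246 DMS for 0 h vs. 2 h, 29 of 165 for 0 h vs. 6 h, and 26 of 194 for 2 h vs. 6 h. Across these DMS, which are not independent replicates, Pearson's r between the log2 fold change of TPM (pseudocount 1) and the change in methylation level was −0.0511 for 0 h vs. 2 h, −0.100 for 0 h vs. 6 h, and −0.261 for 2 h vs. 6 h. Permutation tests with 100000 resamples gave p = 0.727, 0.591, and 0.197, and Benjamini-Hochberg adjusted p = 0.727, 0.727, and 0.590 over the 3 comparisons. Spearman's rho was −0.153, −0.101, and −0.324 (permutation p = 0.382, 0.602, and 0.105, adjusted 0.573, 0.602, and 0.316). Over all sites tested in place of DMS, r was −0.0443 for 0 h vs. 2 h, 0.0327 for 0 h vs. 6 h, and −0.247 for 2 h vs. 6 h (permutation p = 0.706, 0.803, and 0.0578). None of these correlations passed a p of 0.05.

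The coverage of each site in the RNA BS-seq libraries gives a further measure of transcript abundance for every DMS. Its log2 change correlated with the log2 fold change of TPM at r = 0.908, 0.908, and 0.753 over the 59, 59, and 60 sites with both values. Over all DMS, the change in methylation level and the log2 change in coverage correlated at r = −0.265 for 0 h vs. 2 h, −0.297 for 0 h vs. 6 h, and −0.377 for 2 h vs. 6 h (permutation test, adjusted p = 1.00e-04, 1.00e-04, and 3.00e-05). Coverage enters both the level and its sampling error, so this relation is not one of expression alone. From the negative correlations of Figure 6c–e, the paper proposes that an increase in mRNA expression may result in decreased m5C methylation in activated neurons.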

We further categorized the transcripts carrying DMS into three different groups: positive correlation (hyper DMS with up-regulated DEG, hypo DMS with down-regulated DEG), negative correlation (hyper DMS with down-regulated DEG, hypo DMS with up-regulated DEG), neutral correlation (DMS only, not DEG). Genes with either negative correlation or positive correlation were determined (Figure 6f). Generally, more genes showed negative correlation, which is consistent with the global trend. 

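The RNA-seq calls behind Figure 6f were not analysed here. The genes listed there include Taf8 and Pmepa1 (0 h vs. 2 h) and Endov (2 h vs. 6 h), whose sites were not listed in every library compared and could not be tested. Among the DMS with a TPM value in Table S2, the change in level and the change in TPM had opposite directions at 15 and the same direction at 19 DMS for 0 h vs. 2 h, opposite at 22 and the same at 7 for 0 h vs. 6 h, and opposite at 16 and the same at 10 for 2 h vs. 6 h. Only 1, 2, and 0 of these DMS were in genes whose TPM changed by more than a fold of 2. The change in coverage of the site itself was opposite to the change in level at 173 DMS for 0 h vs. 2 h, 118 for 0 h vs. 6 h, and 128 for 2 h vs. 6 h, and in the same direction at 73, 47, and 66.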

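The sites of Fam122a, Zbed3, Zfp553, and Rhbdd2 are given with the 21-nt sequence around each site (the m5C as a capital letter), their levels as means over replicates (SD, n = 2), and adjusted p-values from Fisher's exact test with Benjamini-Hochberg adjustment. The site of Fam122a (ENSMUSG00000074922) is at 24476945 on the minus strand of chromosome 19 in its only exon, in the CDS (cgatttcattCcggtgtctcc). Its level was 4.65% ± 1.77 at 0 h, 13.0% ± 0.424 at 2 h, and 4.10% ± 0.283 at 6 h. By the exact test, the increase at 2 h had an adjusted p of 0.00173 and the decrease from 2 h to 6 h had an adjusted p of 0.00230, although the decrease did not pass with downsampled reads (adjusted p = 0.213) or under the quasi-binomial model (adjusted p = 0.0513), and did under limma. The coverage of this site was 237 and 222 reads at 0 h, 63 and 98 reads at 2 h, and 153 and 161 reads at 6 h.

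The site of Zbed3 (ENSMUSG00000041995), at 95336484 on the plus strand of chromosome 13, lies in the CDS in exon 2 of 2 (ccagcgggagCtggagctgga). Its level was 15.8% in both replicates at 0 h, 56.1% ± 5.94 at 2 h, and 18.3% ± 5.59 at 6 h, and the adjusted p was 6.45e-13 for 0 h vs. 2 h and 5.35e-10 for 2 h vs. 6 h. It was covered by 133 and 95 reads at 0 h, 58 and 54 at 2 h, and 99 and 91 at 6 h. The site of Zfp553 (ENSMUSG00000045598), at 127236503 on the plus strand of chromosome 7, also lies in the CDS in exon 2 of 2 (ggcccgcaggCtggggagccg). Here the level was 9.65% ± 3.61, 31.2% ± 5.59, and 12.0% ± 6.08, with coverage of 281 and 237, 103 and 97, and 406 and 491 reads. The adjusted p was 9.87e-11 for 0 h vs. 2 h and 2.38e-09 for 2 h vs. 6 h, the latter 0.0731 by limma but passing under the quasi-binomial model.

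The site of Rhbdd2 (ENSMUSG00000039917) is at 135643265 on the plus strand of chromosome 5, in the 3′ UTR by Table S4 and in the CDS in exon 4 of 4 by GENCODE (agggacctccCagggggtaca). Its level was 4.50% in both replicates at 0 h, 12.6% ± 1.41 at 2 h, and 23.8% ± 13.4 at 6 h, the 6 h replicates being at 33.3% and 14.3%. The increases from 0 h to 6 h and from 2 h to 6 h had adjusted p of 1.73e-09 and 0.0131, and limma, which uses the spread between replicates, gave 0.124 and 0.256. Under the quasi-binomial model, the former passed and the latter did not. Expression of these genes was not analysed here.

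**Figure D3:**
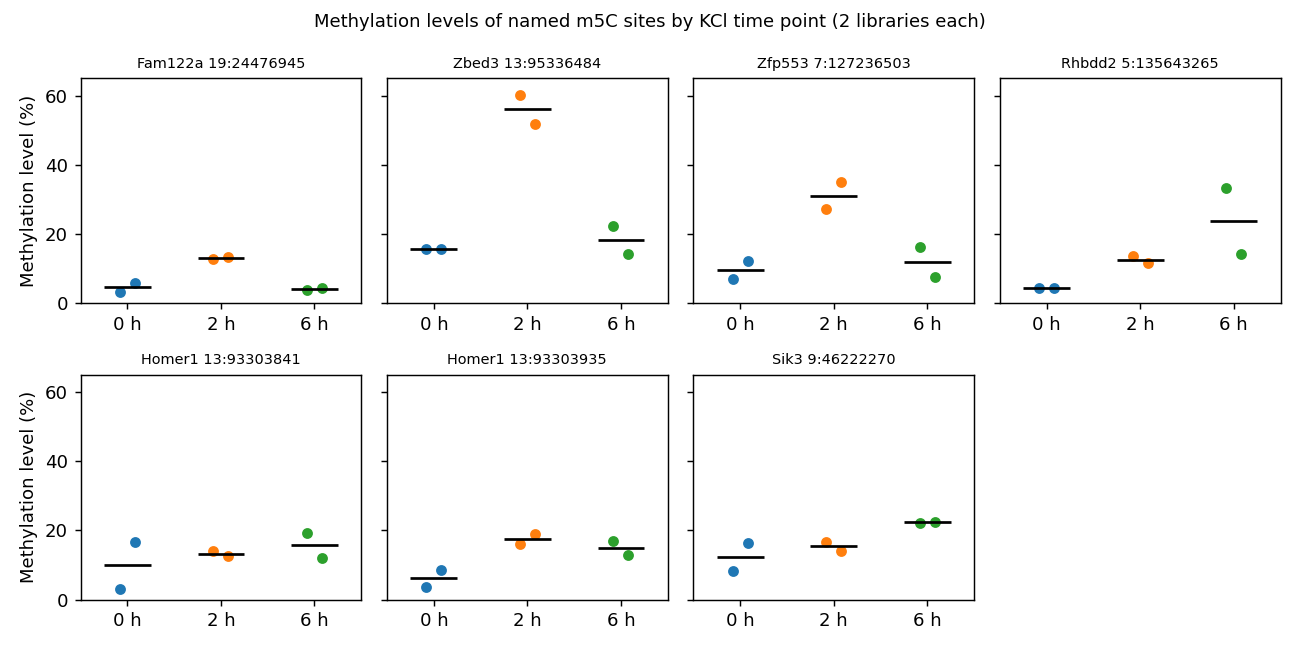
Methylation level (y axis, percent) of the 7 sites of Fam122a, Zbed3, Zfp553, Rhbdd2, Homer1, and Sik3 at each KCl time point (x axis). Points are single libraries and horizontal lines are the means of the 2 libraries; the sites of Fam122a, Zbed3, and Zfp553 are highest at 2 h, and the replicates of Rhbdd2 at 6 h lie far apart.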

Specifically, Fam122a, Zbed3 and Zfp553 showed consistent negative correlation in the comparisons of 0 h vs. 2 h, and 2 h vs. 6 h, and Rhbdd2 showed consistent negative correlation in the comparisons of 0 h vs. 6 h, and 2 h vs. 6 h. 

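Homer1 (ENSMUSG00000007617) has a pair of sites on the plus strand of chromosome 13 in its 5′ UTR by Table S4, at 93303841 (ccagagccagCgcaggagccg) and 93303935 (tcatcccctcCggtgttgttc). The latter rose from 6.15% ± 3.32 (SD, n = 2) at 0 h to 17.5% ± 2.05 at 2 h and was at 15.1% ± 2.90 at 6 h. Fisher's exact test with Benjamini-Hochberg adjustment gave adjusted p = 5.22e-05 for 0 h vs. 2 h and 0.00153 for 0 h vs. 6 h, against 0.0638 and 0.180 by limma. For 0 h vs. 2 h, limma with the replicate block gave 0.0298, and both comparisons passed under the Cochran-Mantel-Haenszel test, the quasi-binomial model, and downsampled reads. From 2 h to 6 h it changed by −2.05 percentage points (exact test, adjusted p = 0.228). The site at 93303841 was at 9.90% ± 9.62, 13.3% ± 1.06, and 15.8% ± 5.16, and no comparison passed the exact test (adjusted p = 0.609 for 0 h vs. 2 h, 0.353 for 0 h vs. 6 h, and 0.329 for 2 h vs. 6 h). The coverage of 93303935 was 104 and 82 reads at 0 h, 1216 and 818 at 2 h, and 631 and 563 at 6 h, and the paper's mean TPM of Homer1 was 26.1, 136, and 116.

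The site of Sik3 (ENSMUSG00000034135) is at 46222270 on the plus strand of chromosome 9, in the 3′ UTR in exon 25 of 25 (aggaaataaaCaggaaatcag). Its level was 12.4% ± 5.87 at 0 h, 15.4% ± 1.70 at 2 h, and 22.4% ± 0.212 at 6 h (SD, n = 2). By Fisher's exact test with Benjamini-Hochberg adjustment, the adjusted p was 0.361 for 0 h vs. 2 h, 0.00380 for 0 h vs. 6 h, and 0.00178 for 2 h vs. 6 h, and the last comparisons had 0.230 and 0.169 by limma. Under the quasi-binomial model, 2 h vs. 6 h passed and 0 h vs. 6 h did not. It was covered by 98 and 91 reads at 0 h, 331 and 288 at 2 h, and 535 and 688 at 6 h.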

On the other hand, Homer1 showed consistent positive correlation in the comparisons of 0 h vs. 2 h, and 2 h vs. 6 h, and Sik3 showed consistent positive correlation in the comparisons of 0 h vs. 6 h, and 2 h vs. 6 h. This indicates the correlation between m5C methylation and mRNA expression could be transcript-dependent.

## 4. Discussion

In this study, we applied a classical neuronal depolarization model to investigate the dynamics of mRNA m^5^C modification in activated neurons. With both RNA-seq and RNA BS-seq datasets, we were able to profile gene expression as well as m^5^C modification at the transcriptome-wide level. With the RNA-seq dataset, we identified 4736 genes that were differentially expressed in response to neuronal activation. These genes were further clustered into groups with distinct expression profiles. It is not a surprise that genes involved in DNA replication or repair are down-regulated while genes involved in neuron projection and synaptic function are up-regulated in a stimulated neuron. In our study, many more late response genes were found than early response genes. This result is consistent with the concept that the early response genes often serve as transcription factors that regulate the expression of late response genes, which are involved in signaling pathways and diverse aspects of neuronal functions [27].

With the RNA BS-seq dataset, we identified a union set of 439 m^5^C sites with high confidence in neurons during different stages of neuronal depolarization. These m^5^C sites were supported by at least two biological replicates and passed a series of filters to remove potential false-positive sites using stringent parameters for sequence quality control and methylation calling. 

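Counted from the deposited lists, 438 sites in 369 genes passed the standard filter in both replicates of at least 1 time point among the positions of Table S4.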

Notably, out of the 439 m^5^C sites identified, 132 (30.1%) were shared by neurons at all three time points. Several genome-wide RNA methylation studies indicated that RNA methylation gets its unique features differently from DNA methylation [7,8,12]. The levels of DNA methylation at CpG sites are often near 100% in mammalian somatic tissues, while only 20–30% of mRNA copies are methylated. In this study, the median methylation level of the m^5^C sites identified in neurons was approximately 20%. The majority of mRNA copies are unmethylated in neurons probably due to the high turnover rate of mRNA molecules.

Despite a large number of genes being differentially expressed, only a small set of transcripts experienced dynamic m^5^C modification upon neuronal activation. Interestingly, the methylation levels of 181 m^5^C sites were increased in neurons at 2 h post stimulation. The methylation levels of 40 sites continued to increase at 6 h, 51 stayed hypermethylated, and 90 sites returned to baseline at 6 h. 

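By the test calls, 126 of the DMS that were hypermethylated at 2 h were lower at 6 h than at 2 h, 14 were higher, and 103 had no called difference between 2 h and 6 h. Of the 126, a total of 89 also had no called difference between 0 h and 6 h. Hypermethylation relative to 0 h was called at both 2 h and 6 h for 113 sites. A difference that was not called was not detectable at this depth and is not shown to be absent.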

Only 9 DMS sites had decreased methylation from 0 h to 6 h and only 13 DMS sites had decreased methylation at 2 h but increased at 6 h. GO annotation showed that DMS-related genes are significantly enriched in synaptic functions. This suggests that the m^5^C modification may play important roles in the regulation of synaptic adaptation in neurons in response to environment stimuli.

Furthermore, we investigated the relationship between RNA methylation and RNA expression. Pair-wise Pearson correlation was performed between gene expression changes and m^5^C methylation differences. Modest consistently negative correlation between RNA expression changes and methylation changes were observed. This finding suggests the regulation of RNA methylation may be linked to RNA expression. Altogether, our study provided transcriptome-wide maps of gene expression and m^5^C modification in neurons in response to environmental stimuli. Such a resource may lay the foundation for future studies to elucidate the role of m^5^C modification in regulating neuronal functions.

## 5. Conclusions

In conclusion, neuronal depolarization leads to drastic changes in gene expression together with changes in mRNA cytosine methylation. Our results indicated that mRNA cytosine methylation in neurons may play important roles in regulation of synaptic adaptation, and the regulations of RNA methylation and expression processes may be linked.

## Figures and Tables

**Figure 1:**
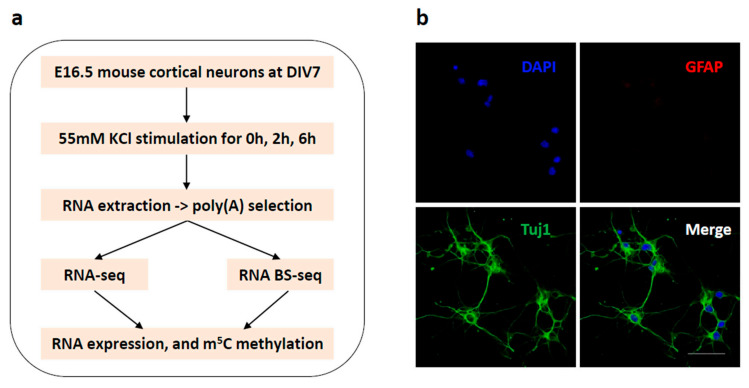
Experimental design. (**a**) Schematic representation of the experimental design. (**b**) E16.5 mouse cortical neurons were cultured in vitro for 7 days and double stained with the neuronal marker Tuj1 (green) and glial marker GFAP (red). Nuclei were counterstained with DAPI (blue). Scale bar: 50 μm.

**Figure 2:**
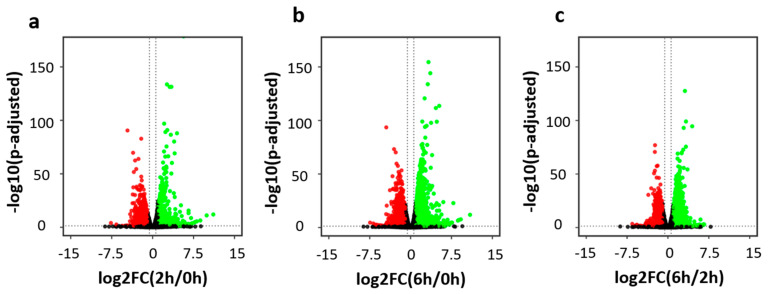

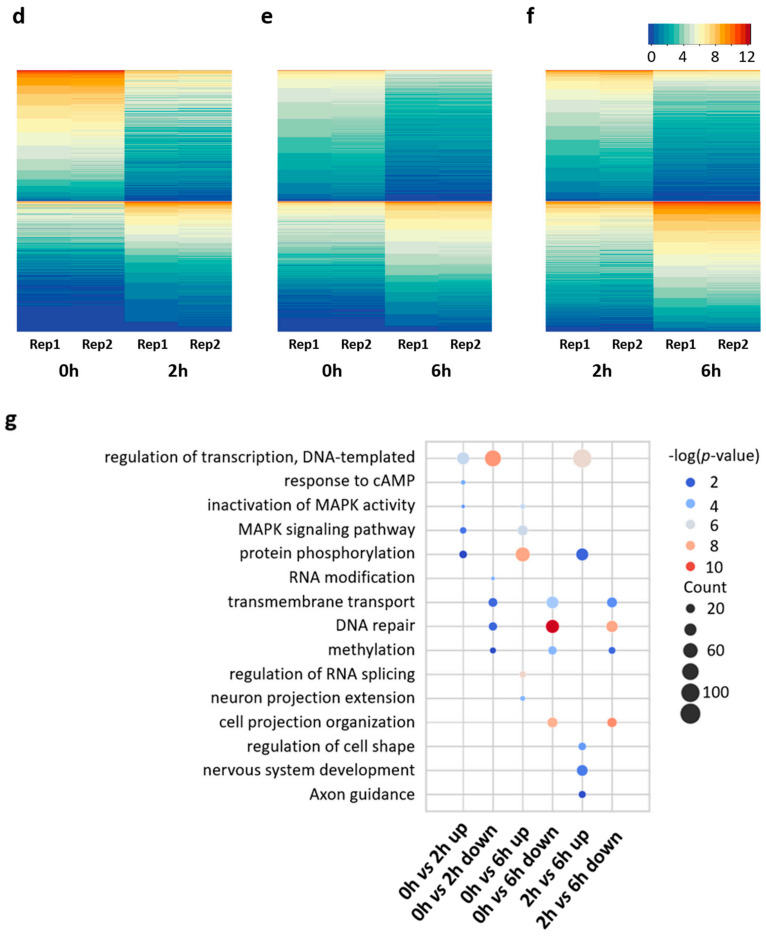
Neuronal depolarization induced dynamic gene expression. (**a**–**c**) Volcano plot showing the differentially expressed genes (DEGs) (fold change > 2 and adjusted *p*-value ≤ 0.05) in the comparison of 0 h vs. 2 h (**a**), 0 h vs. 6 h (**b**), and 2 h vs. 6 h (**c**). (**d**–**f**) Heatmap showing the gene expression level of down-regulated and up-regulated DEGs in the comparison of 0 h vs. 2 h (**d**), 0 h vs. 6 h (**e**), and 2 h vs. 6 h (**f**). (**g**) bubble plot showing significantly enriched GO terms of DEGs.

**Figure 3:**
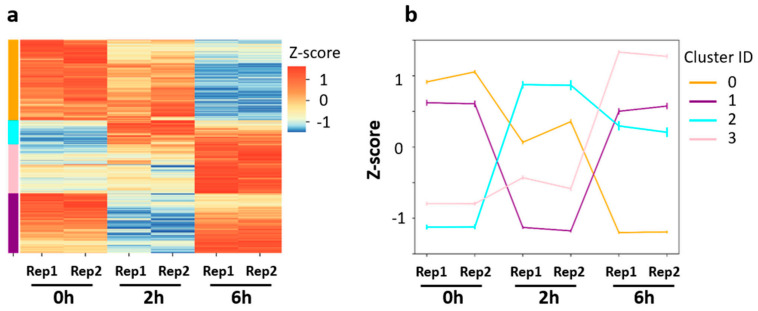

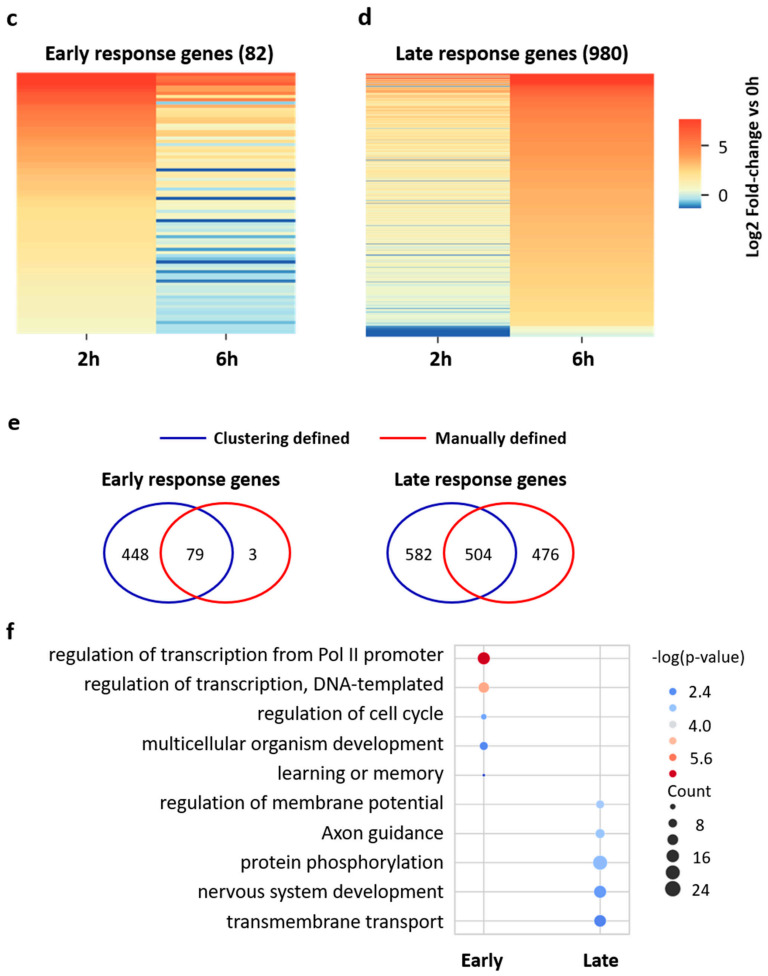
Characterization of the differentially expressed genes induced by neuronal activitydepolarization. (**a**) Clustering of the DEGs using Z-score normalization. The DEGs were grouped into four clusters. (**b**) Line plot showing the average expression level for each cluster. (**c**,**d**) Heatmap showing the gene expression profiles of manually defined early response genes (**c**) and late response genes (**d**). (**e**) Venn diagram showing the overlap between the clustering defined and manually defined early response genes (left) and late response genes (right). (**f**) GO annotation of the early response genes and late response genes.

**Figure 4:**
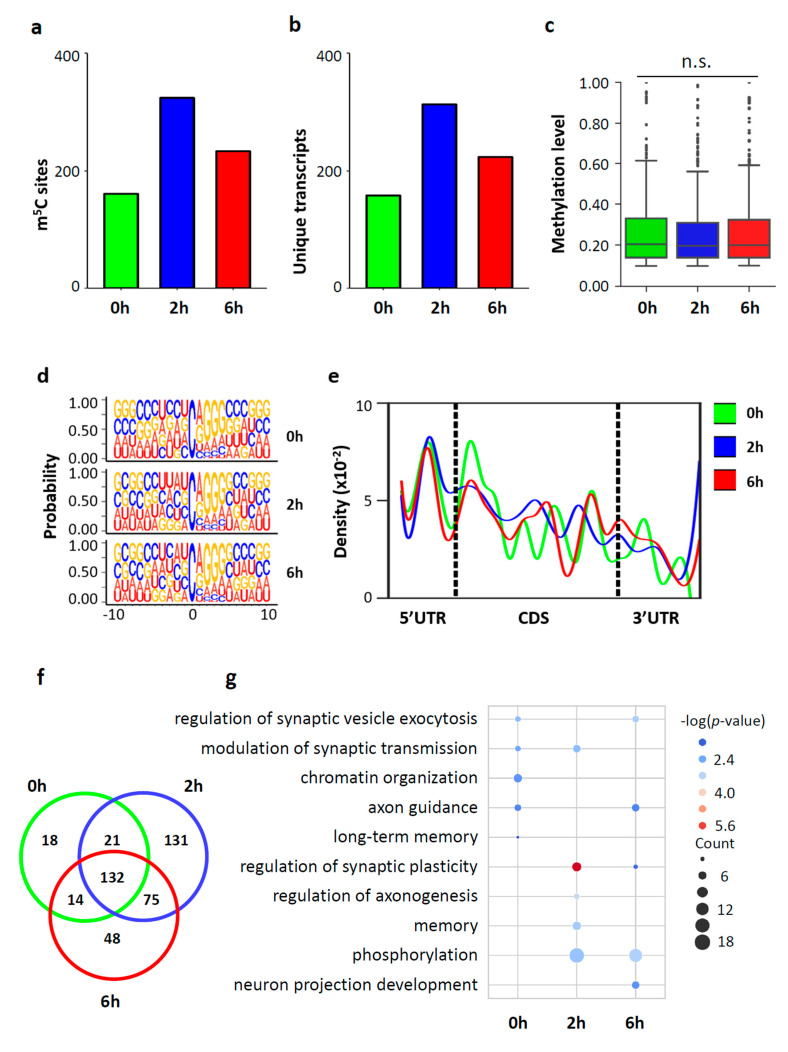
Distribution profile of m^5^C modification in mouse cortical neurons. (**a,b**) Bar charts showing the number of m^5^C sites (**a**) and m^5^C-modified mRNAs (**b**). (**c**) Boxplot showing the methylation levels of m^5^C sites. (**d**) Sequence frequency logo for the sequence context proximal to m^5^C sites. (**e**) Density plot showing the distribution of m^5^C sites along mRNA transcripts (5′UTR, CDS, 3′UTR). The moving average of percentages of mRNA m^5^C sites was shown. (**f**) Venn diagram showing the overlap of m^5^C sites among the three conditions (0 h, 2 h, 6 h). (**g**) Bubble plot showing the GO terms of m^5^C-modified mRNAs in neurons at 0 h, 2 h and 6 h.

**Figure 5:**
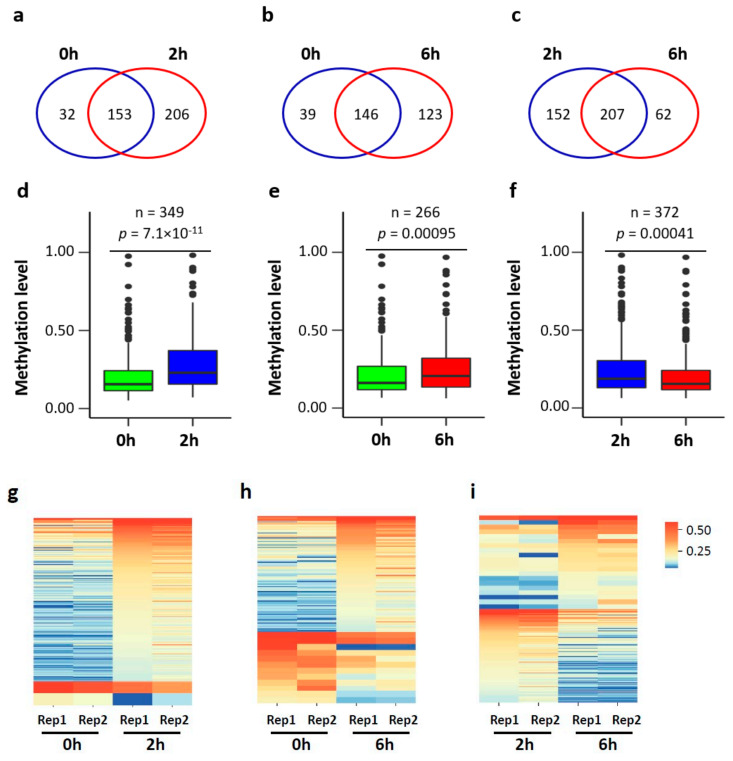

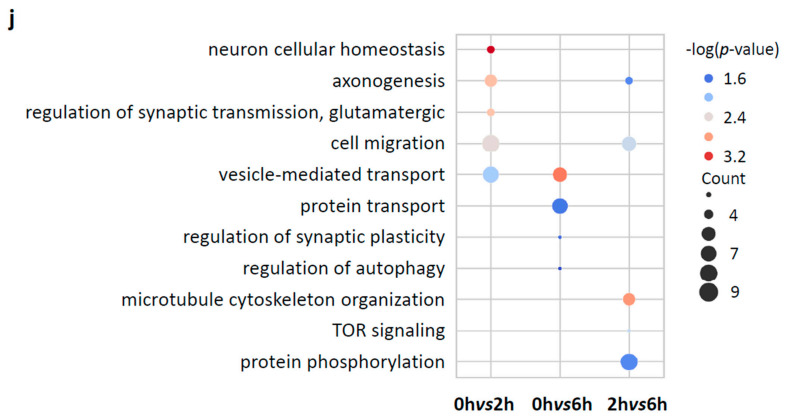
Neuronal depolarization induced m^5^C methylation changes in mouse cortical neurons. (**a**–**c**) Venn diagram showing the overlap of m^5^C sites between two conditions: 0 h vs. 2 h (**a**), 0 h vs. 6 h (**b**), and 2 h vs. 6 h (**c**). (**d**–**f**) Box plot showing the methylation level of the union of m^5^C sites between two conditions with 20x coverage in both samples: 0 h vs. 2 h (**d**), 0 h vs. 6 h (**e**), and 2 h vs. 6 h (**f**). A Wilcoxon signed-rank test was performed. (**g**–**i**) Heatmap showing the methylation profile of hyper- and hypo- DMS sites in the comparison of 0 h vs. 2 h, 0 h vs. 6 h and 2 h vs. 6 h. (**j**) GO annotation of transcripts with DMS sites.

**Figure 6:**
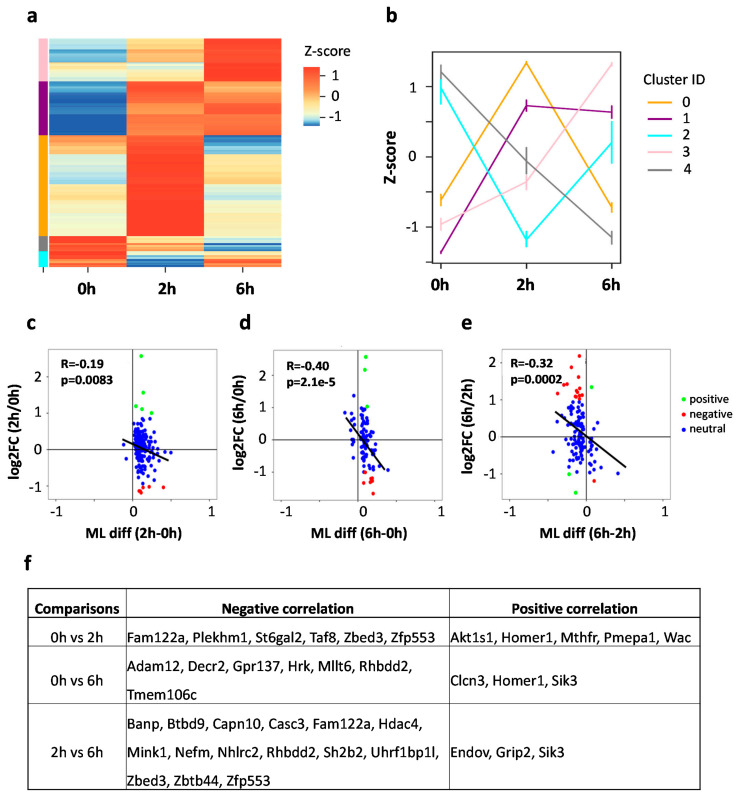
Correlation of RNA m^5^C methylation with RNA expression. (**a**) Clustering of the differentially methylated m^5^C sites (DMS) using Z-score normalization. The DMS sites were grouped into five clusters. (**b**) Line plot showing the average methylation level for each cluster. (**c**–**e**) Dot plots showing the pair-wise Pearson correlation between gene expression and mRNA methylation: 0 h vs. 2 h (**c**), 0 h vs. 6 h (**d**), and 2 h vs. 6 h (**e**). (**f**) A summary table showing the transcripts with negative/positive correlations between m^5^C methylation and mRNA expression among the three comparisons.

## Data Availability

Data generated in this study have been submitted to the NCBI Gene Expression Omnibus under accession number GSE201637. Analyses in this study were performed using the R v4.1.1, and Python 3.9.4 packages Biopython v1.78, matplotlib v3.3.4, Seaborn v0.11, and Pysam v0.16.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biology11070988/s1, Figure S1. Quality control of RNA-seq datasets. (a) Bar plot showing the read coverage of the RNA-seq libraries. (b) Principle Component Analysis (PCA) showing the aggregate of the biological replicates. Figure S2. Reproducibility of RNA-seq datasets. (a, b, c) Scatter plot showing the Pearson correlation between two biological replicates in RNA-seq datasets. Figure S3. GO annotation of the clustered differentially expressed genes (DEGs). GO annotation of the cluster 0, 1, 2, and 3 of DEGs. Figure S4. Characterization of m^5^C sites in activated cortical neurons. (a) Venn diagram showing the overlap of m^5^C sites between two replicates. (b) Dot plot showing the methylation level correlation of the overlapped m^5^C sites between two replicates. (c) Box plot showing the methylation level of overlapped and non-overlapped m^5^C sites in the two replicates. (d) Pie chart showing the categories of RNA molecules with m^5^C modification. (e) Histogram showing the distribution of methylation level for each condition. Figure S5. GO annotation of the cluster 0, 1, 2, 3, and 4 of DMS-containing mRNAs. Table S1. Library statistics. Table S2. RNA expression levels in mouse cortical neurons. Table S3. GO annotation of differentially expressed genes (DEGs). Table S4. List of high-confidence m^5^C sites in mouse cortical neurons.

# Supplementary material for: Neuronal Depolarization Induced RNA m5C Methylation Changes in Mouse Cortical Neurons
**Source:** Biology (Basel). 2022 Jun 29;11(7):988. doi: 10.3390/biology11070988
**Supplement:** Supplementary file 1

## Slide 1
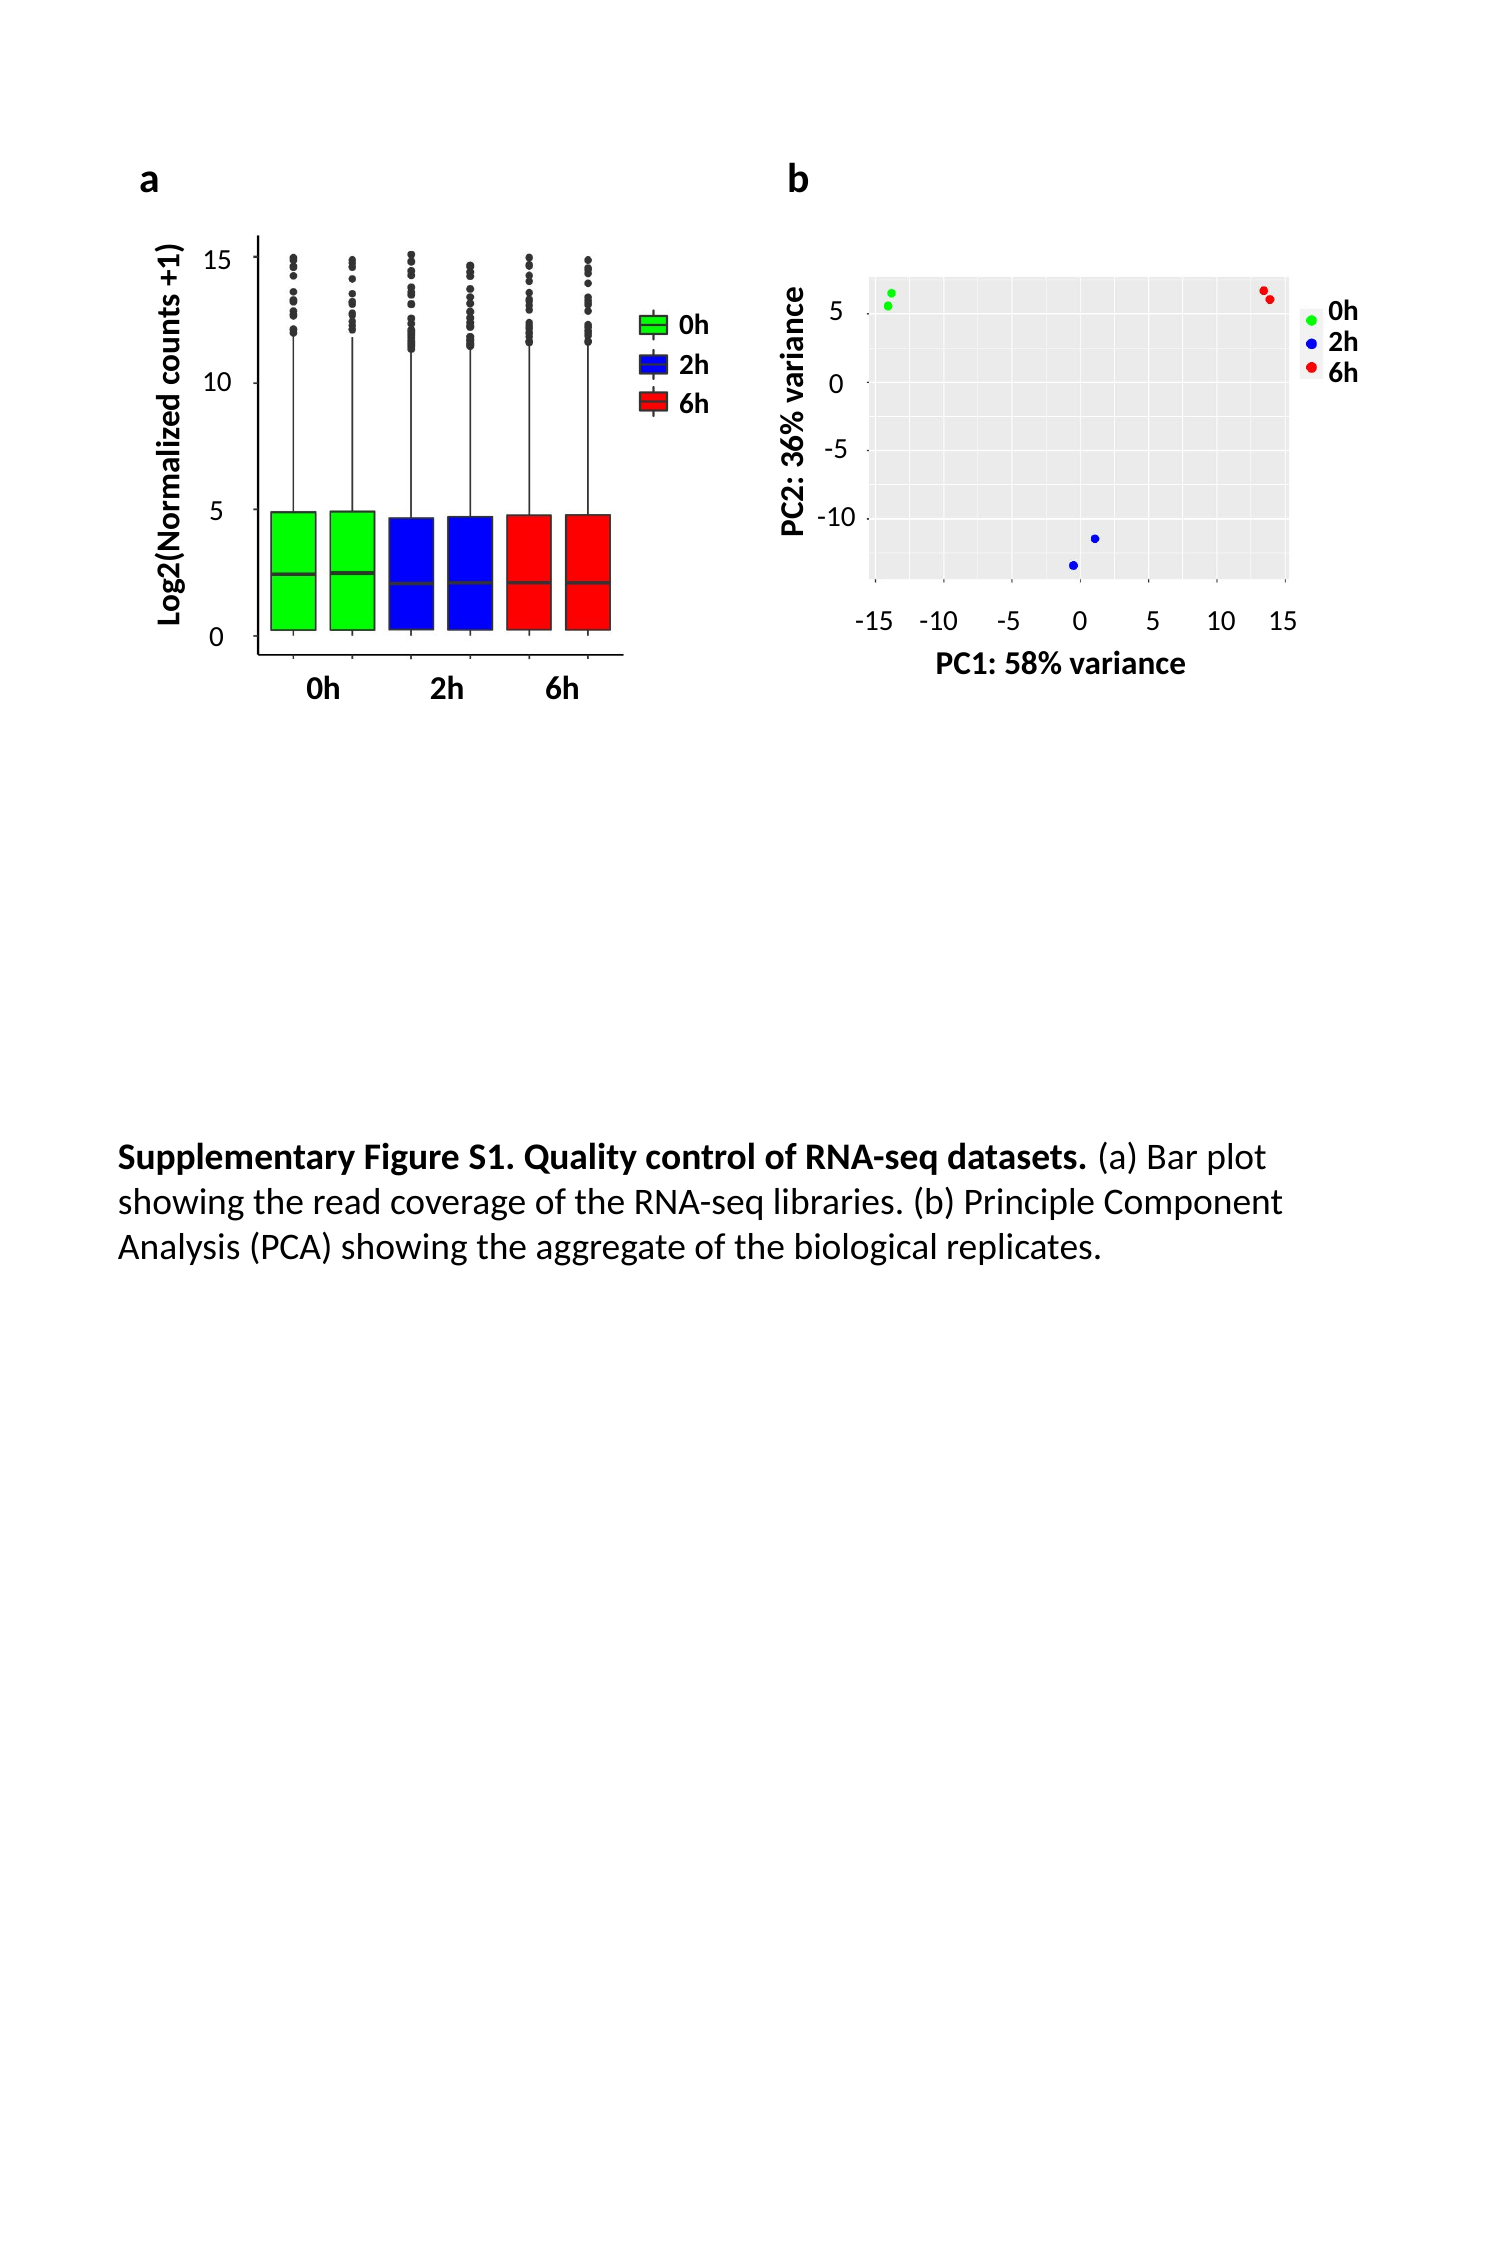

a
b
15
0h
2h
6h
10
Log2(Normalized counts +1)
5
0
0h
2h
6h
5
0h
2h
6h
0
PC2: 36% variance
-5
-10
-15 -10 -5 0 5 10 15
PC1: 58% variance
Supplementary Figure S1. Quality control of RNA-seq datasets. (a) Bar plot showing the read coverage of the RNA-seq libraries. (b) Principle Component Analysis (PCA) showing the aggregate of the biological replicates.

## Slide 2
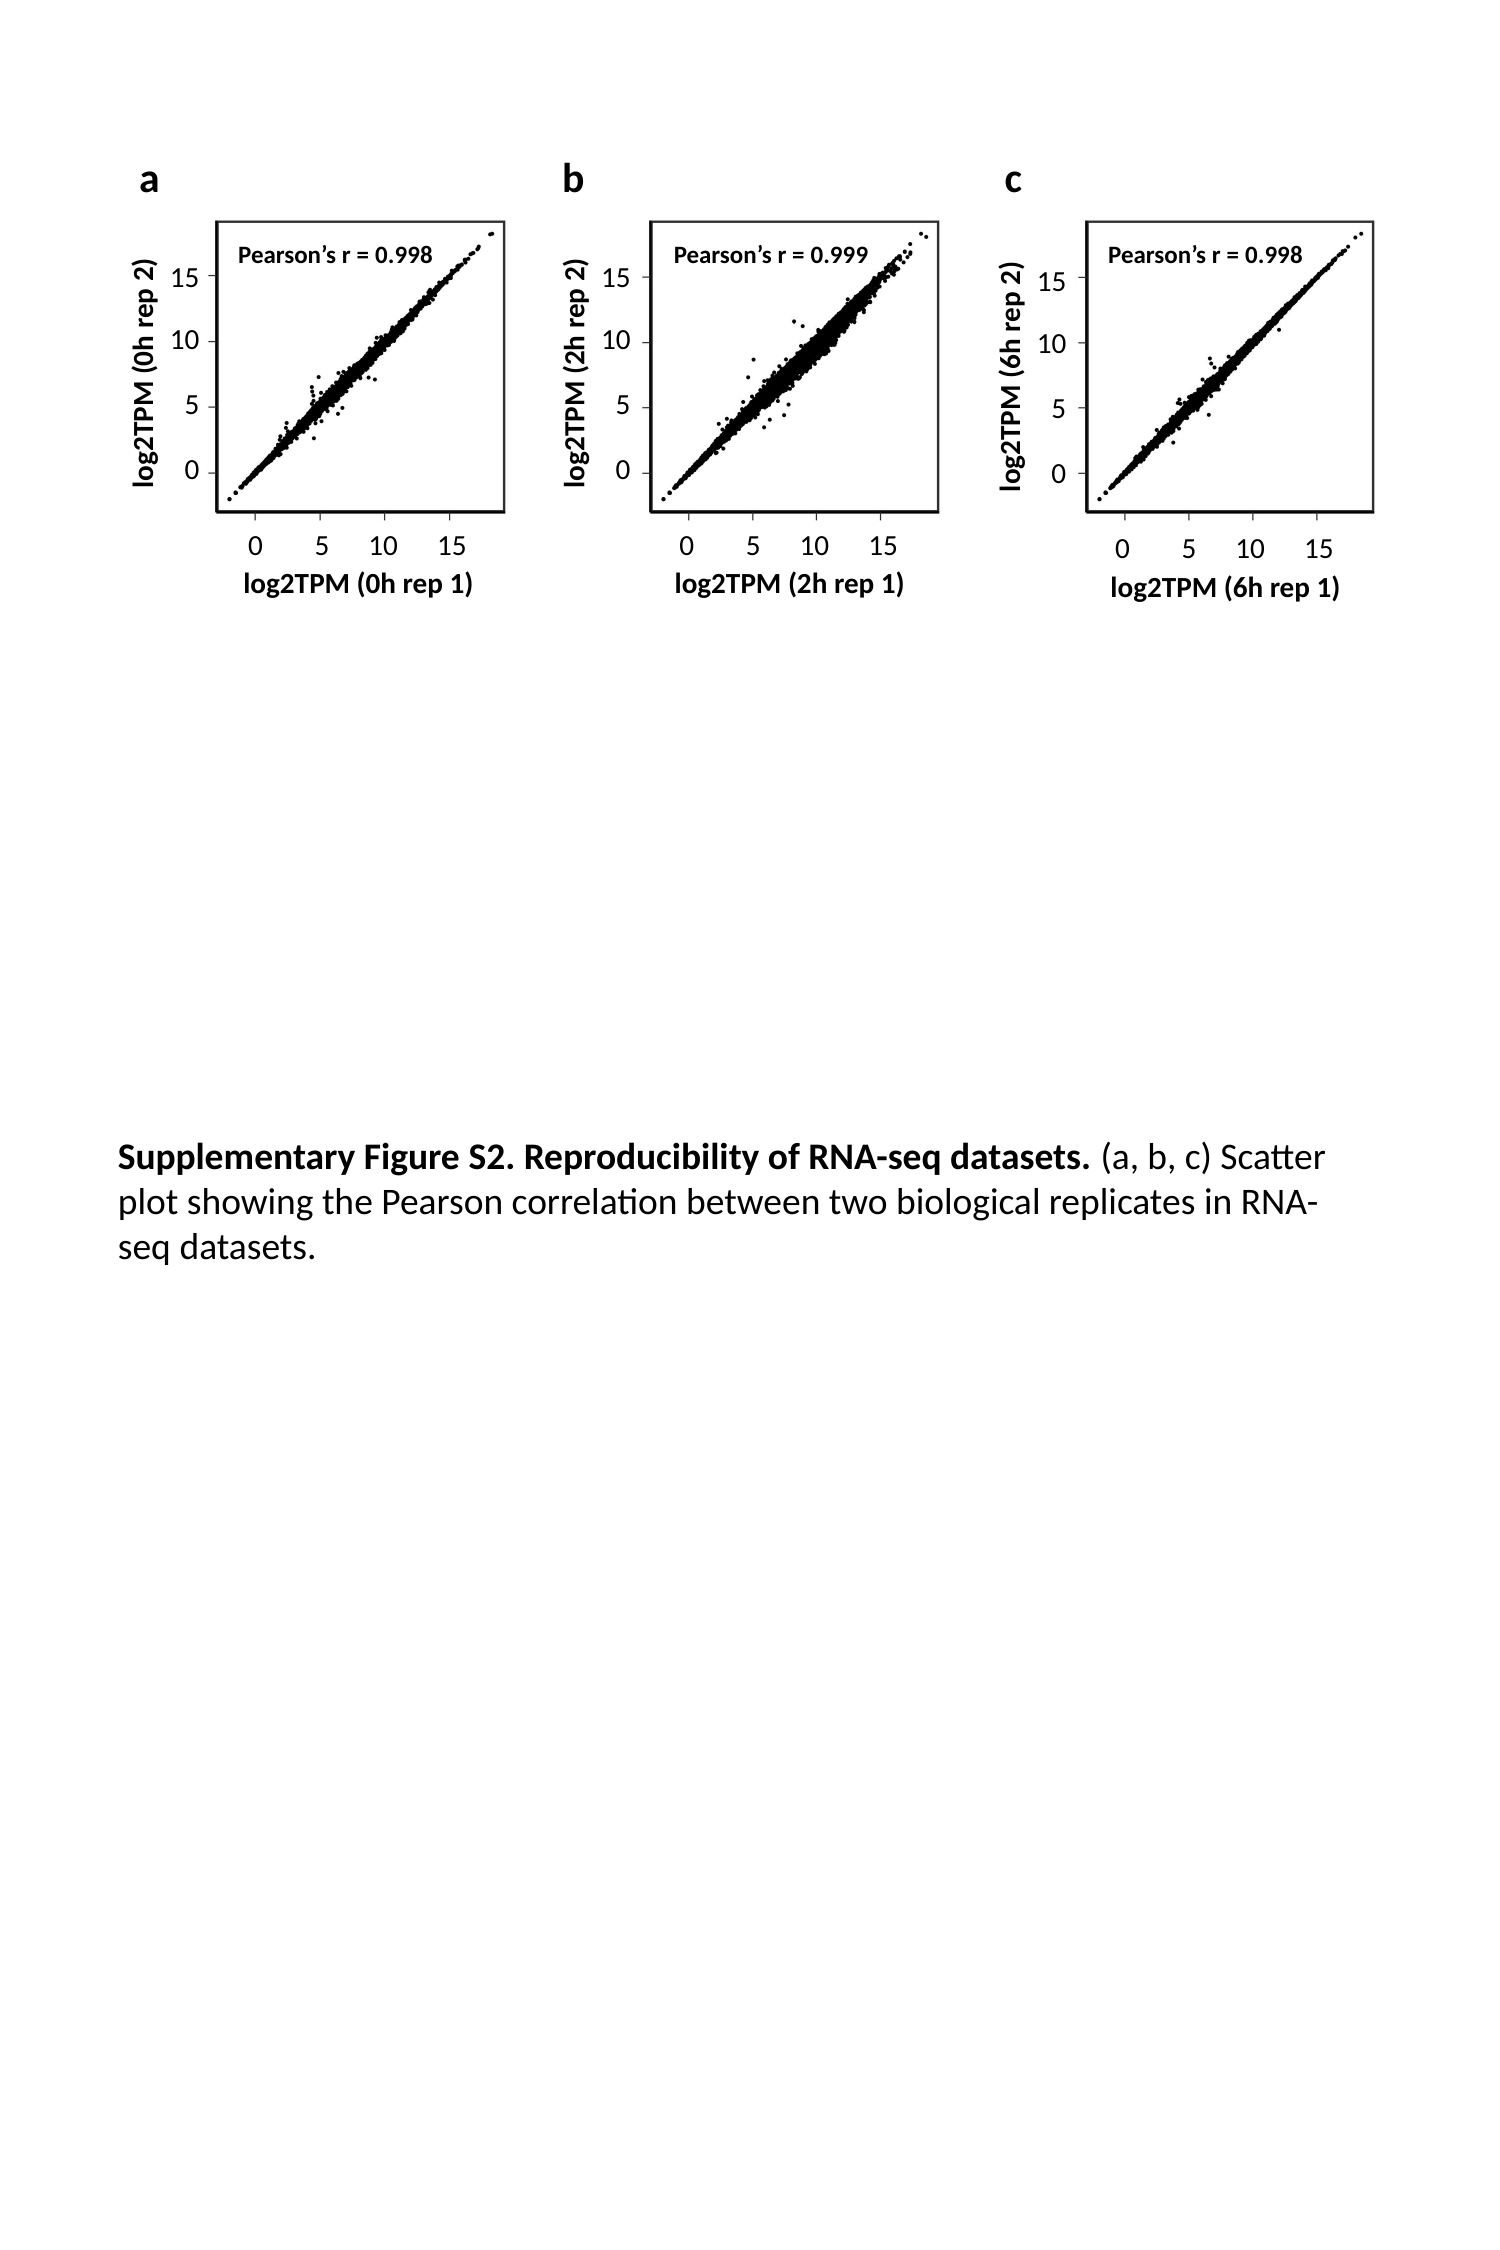

a
b
c
Pearson’s r = 0.998
Pearson’s r = 0.999
Pearson’s r = 0.998
15
10
5
0
15
10
5
0
15
10
5
0
log2TPM (0h rep 2)
log2TPM (2h rep 2)
log2TPM (6h rep 2)
0 5 10 15
0 5 10 15
0 5 10 15
log2TPM (0h rep 1)
log2TPM (2h rep 1)
log2TPM (6h rep 1)
Supplementary Figure S2. Reproducibility of RNA-seq datasets. (a, b, c) Scatter plot showing the Pearson correlation between two biological replicates in RNA-seq datasets.

## Slide 3
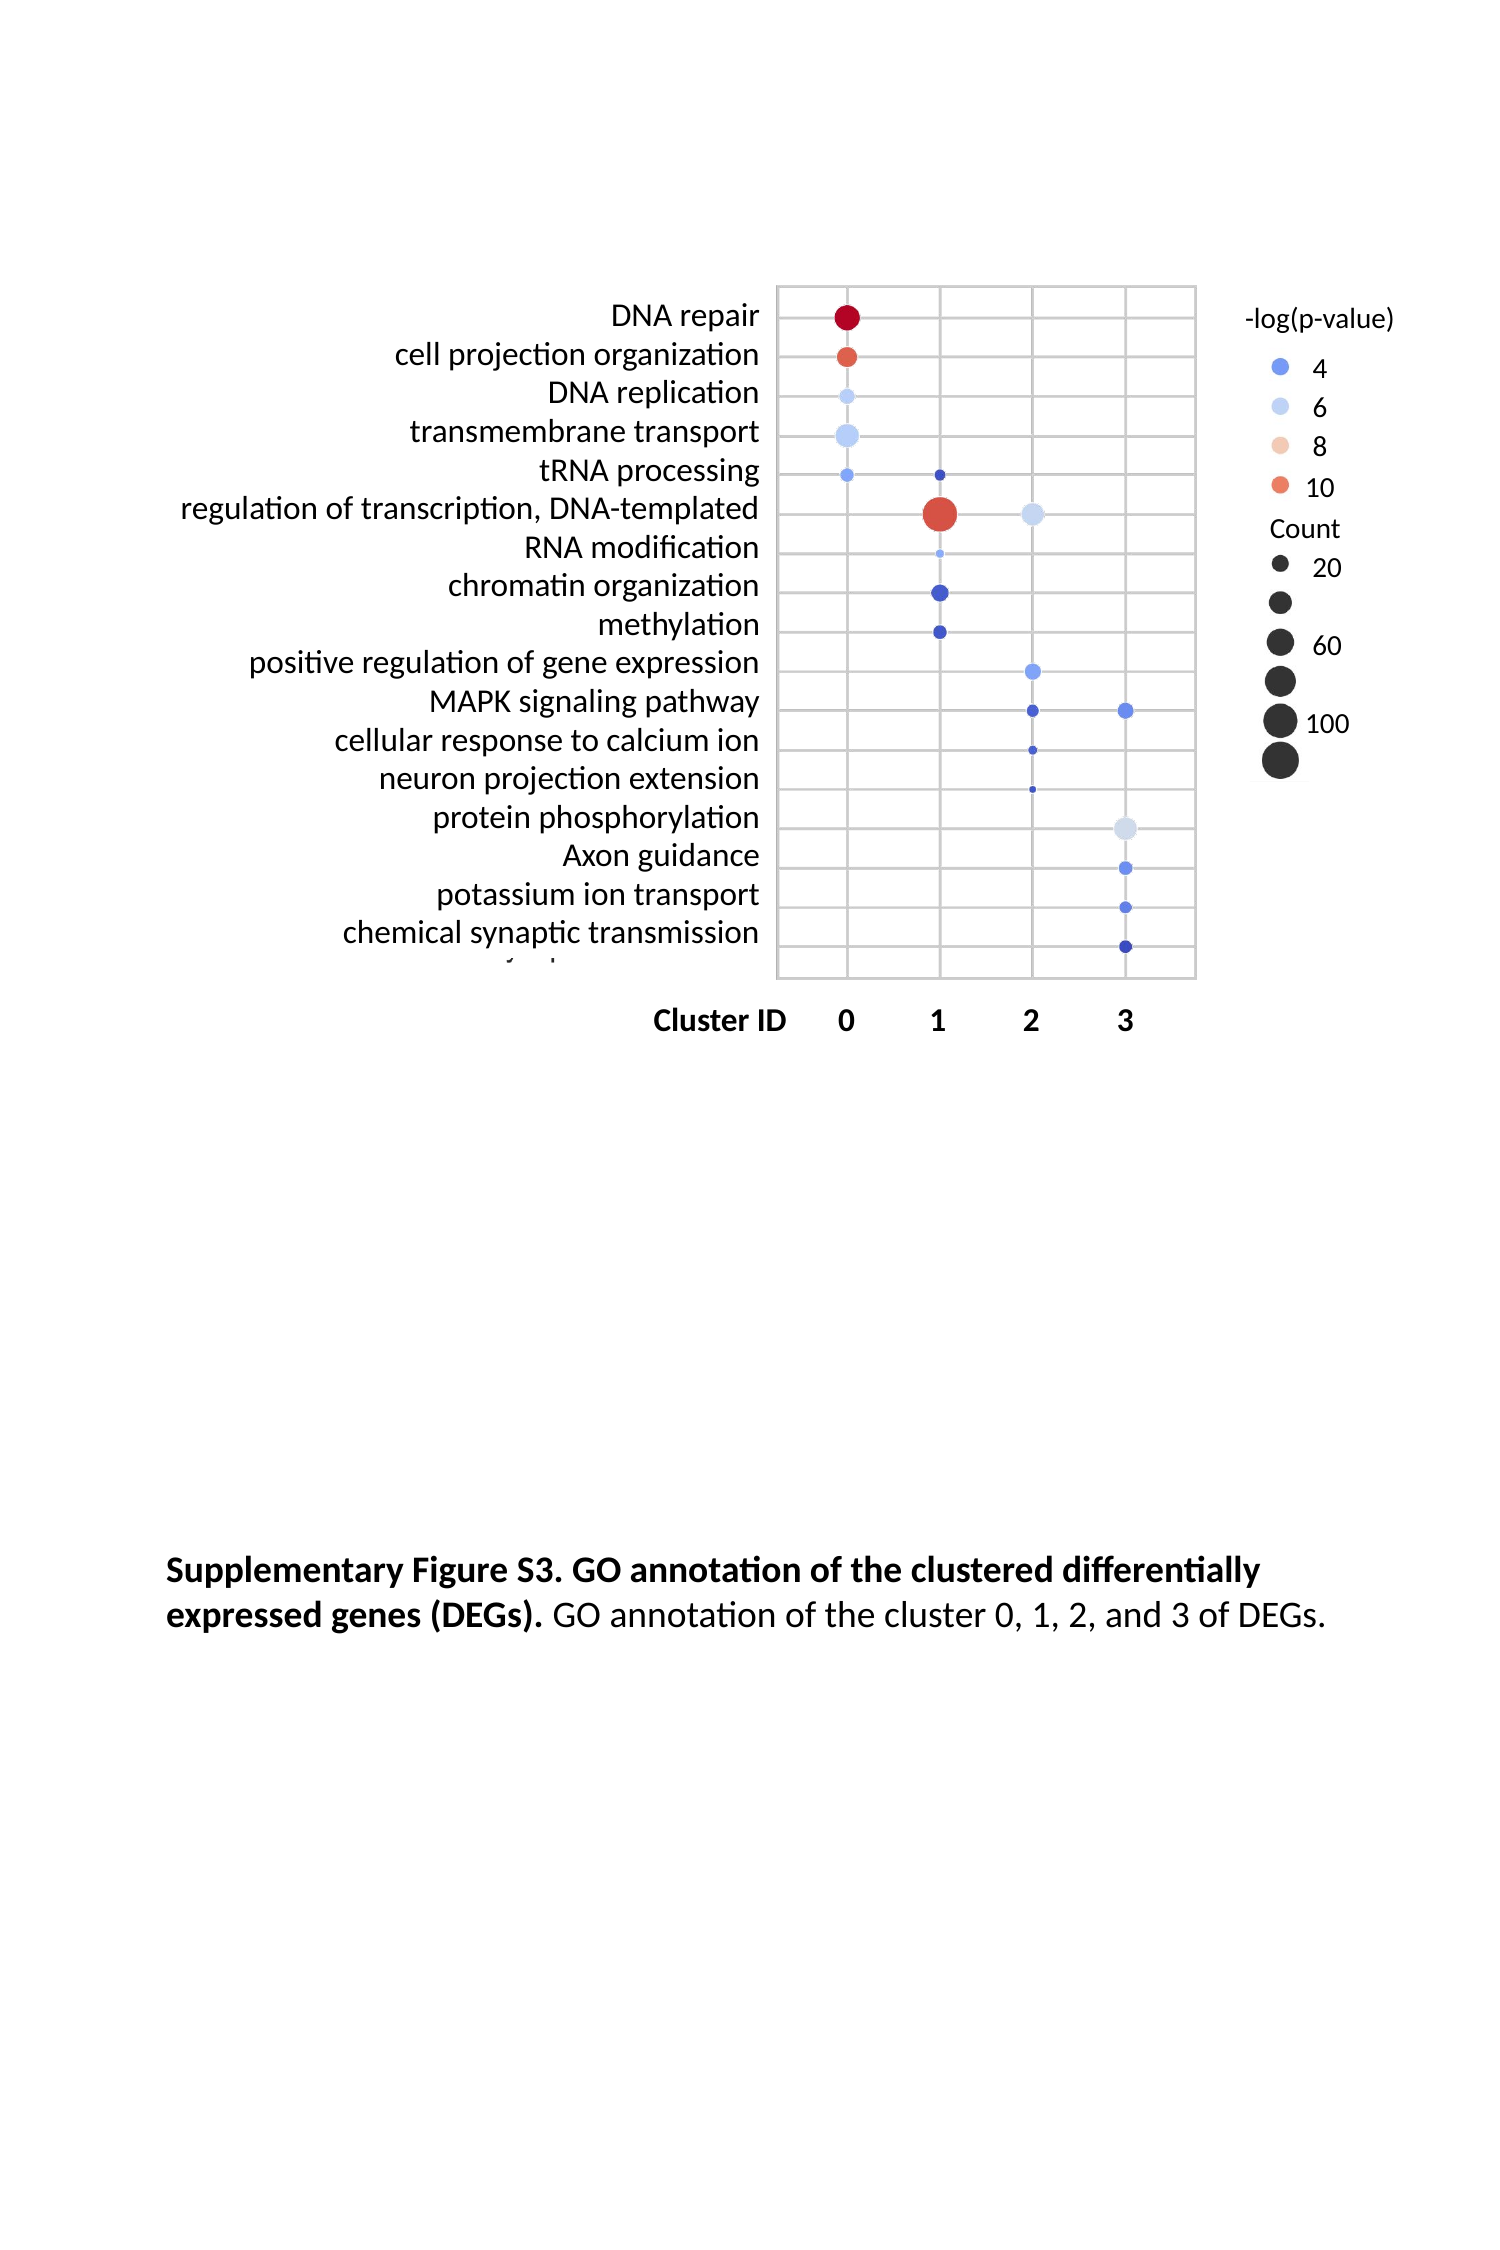

-log(p-value)
DNA repair
cell projection organization
DNA replication
transmembrane transport
tRNA processing
regulation of transcription, DNA-templated
RNA modification
chromatin organization
methylation
positive regulation of gene expression
MAPK signaling pathway
cellular response to calcium ion
neuron projection extension
protein phosphorylation
Axon guidance
potassium ion transport
chemical synaptic transmission
4
6
8
10
Count
20
60
100
Cluster ID
0
1
2
3
Supplementary Figure S3. GO annotation of the clustered differentially expressed genes (DEGs). GO annotation of the cluster 0, 1, 2, and 3 of DEGs.

## Slide 4
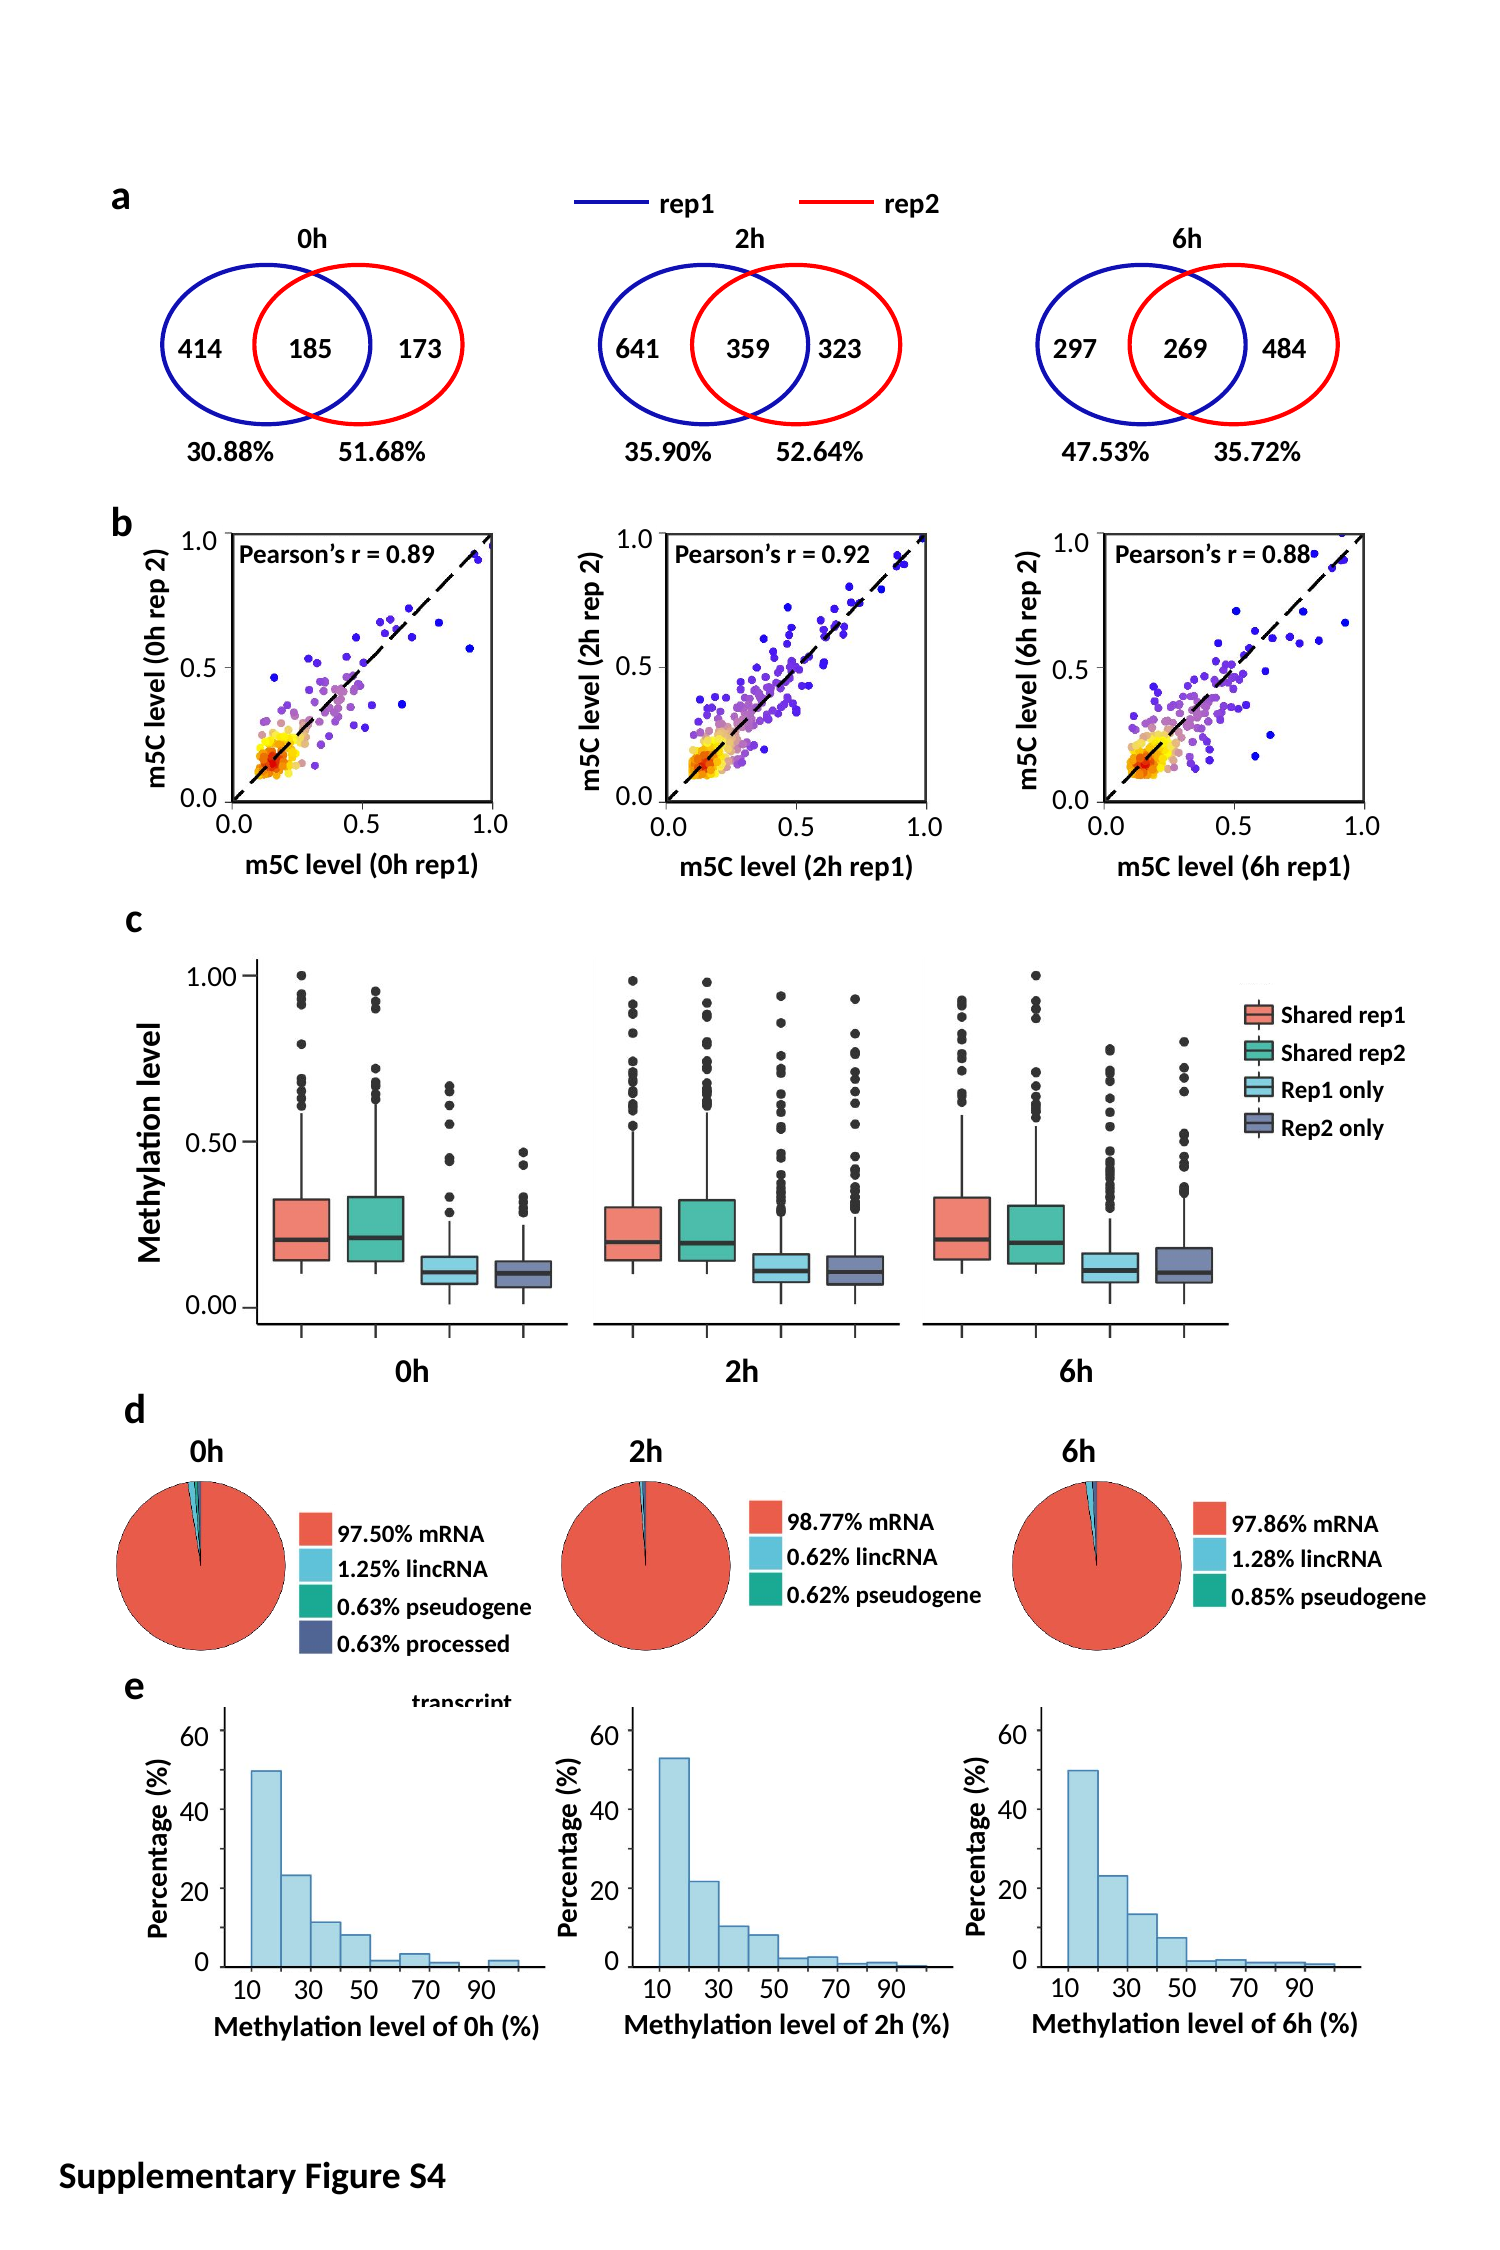

a
rep1
rep2
0h
414
173
185
51.68%
30.88%
2h
641
323
359
52.64%
35.90%
6h
297
484
269
35.72%
47.53%
b
1.0
0.5
0.0
1.0
0.5
0.0
1.0
0.5
0.0
Pearson’s r = 0.89
Pearson’s r = 0.92
Pearson’s r = 0.88
m5C level (0h rep 2)
m5C level (6h rep 2)
m5C level (2h rep 2)
0.0 0.5 1.0
0.0 0.5 1.0
0.0 0.5 1.0
m5C level (0h rep1)
m5C level (6h rep1)
m5C level (2h rep1)
c
1.00
Shared rep1
Shared rep2
Rep1 only
Rep2 only
Methylation level
0.50
0.00
0h
2h
6h
d
0h
2h
6h
98.77% mRNA
0.62% lincRNA
0.62% pseudogene
97.86% mRNA
1.28% lincRNA
0.85% pseudogene
97.50% mRNA
1.25% lincRNA
0.63% pseudogene
0.63% processed
 transcript
e
60
40
20
0
60
40
20
0
60
40
20
0
Percentage (%)
Percentage (%)
Percentage (%)
10 30 50 70 90
10 30 50 70 90
10 30 50 70 90
Methylation level of 6h (%)
Methylation level of 2h (%)
Methylation level of 0h (%)
Supplementary Figure S4

## Slide 5
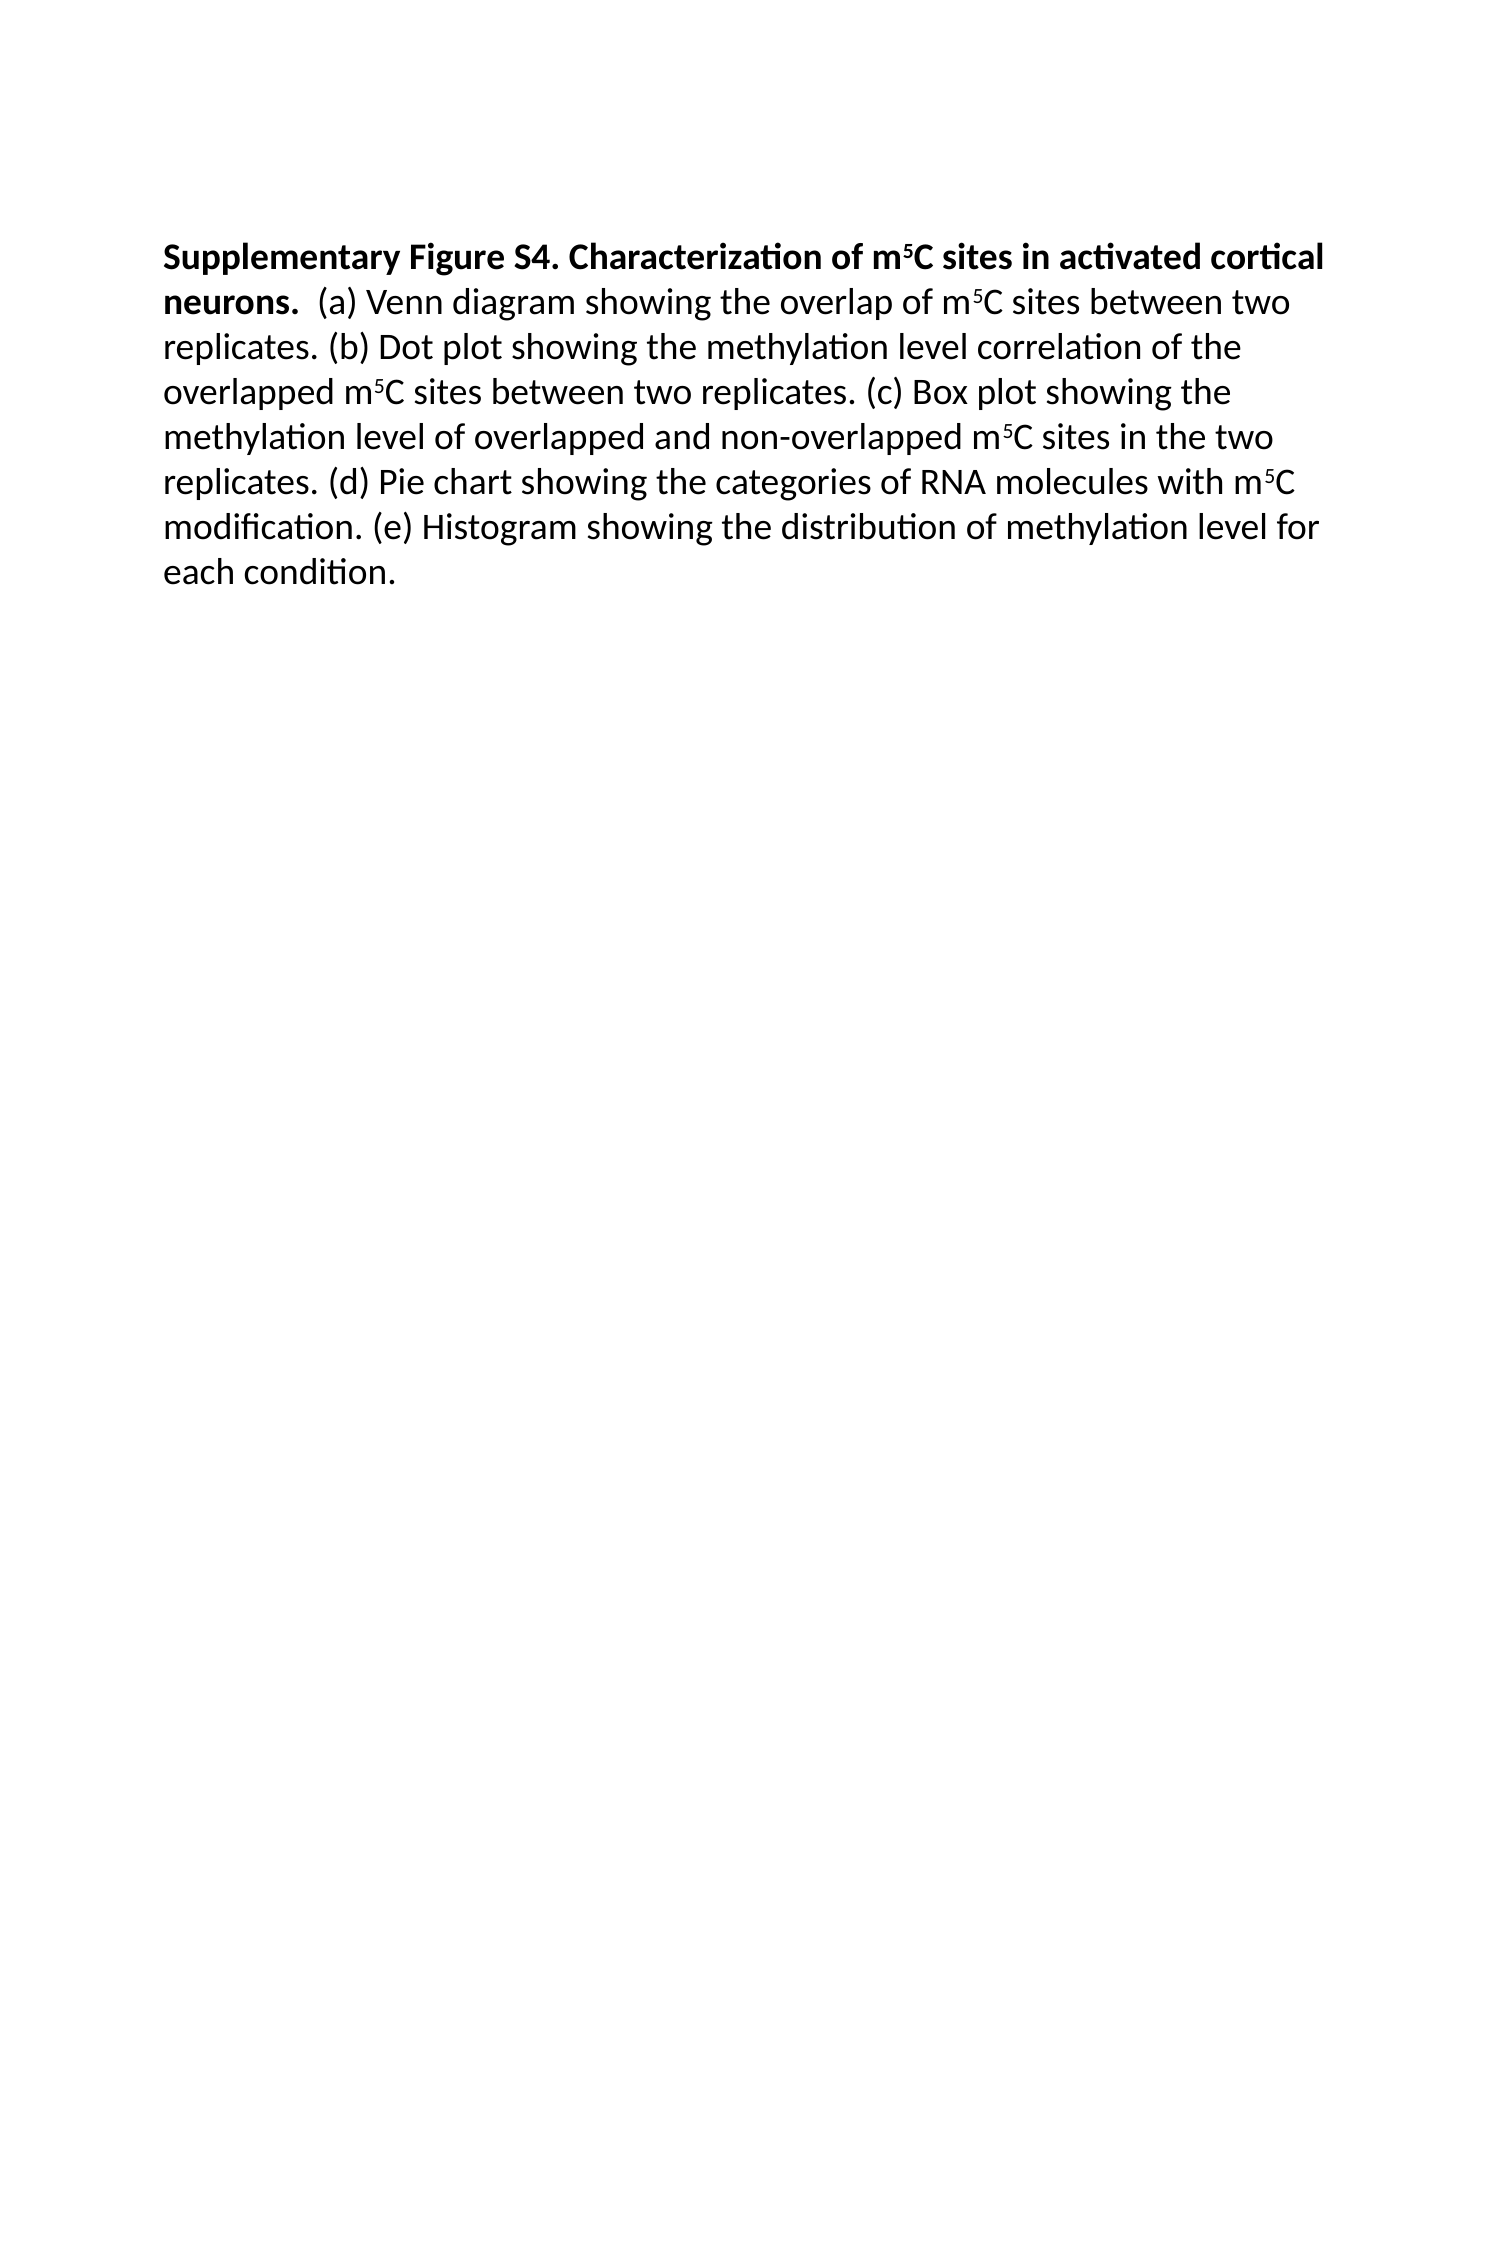

Supplementary Figure S4. Characterization of m5C sites in activated cortical neurons. (a) Venn diagram showing the overlap of m5C sites between two replicates. (b) Dot plot showing the methylation level correlation of the overlapped m5C sites between two replicates. (c) Box plot showing the methylation level of overlapped and non-overlapped m5C sites in the two replicates. (d) Pie chart showing the categories of RNA molecules with m5C modification. (e) Histogram showing the distribution of methylation level for each condition.

## Slide 6
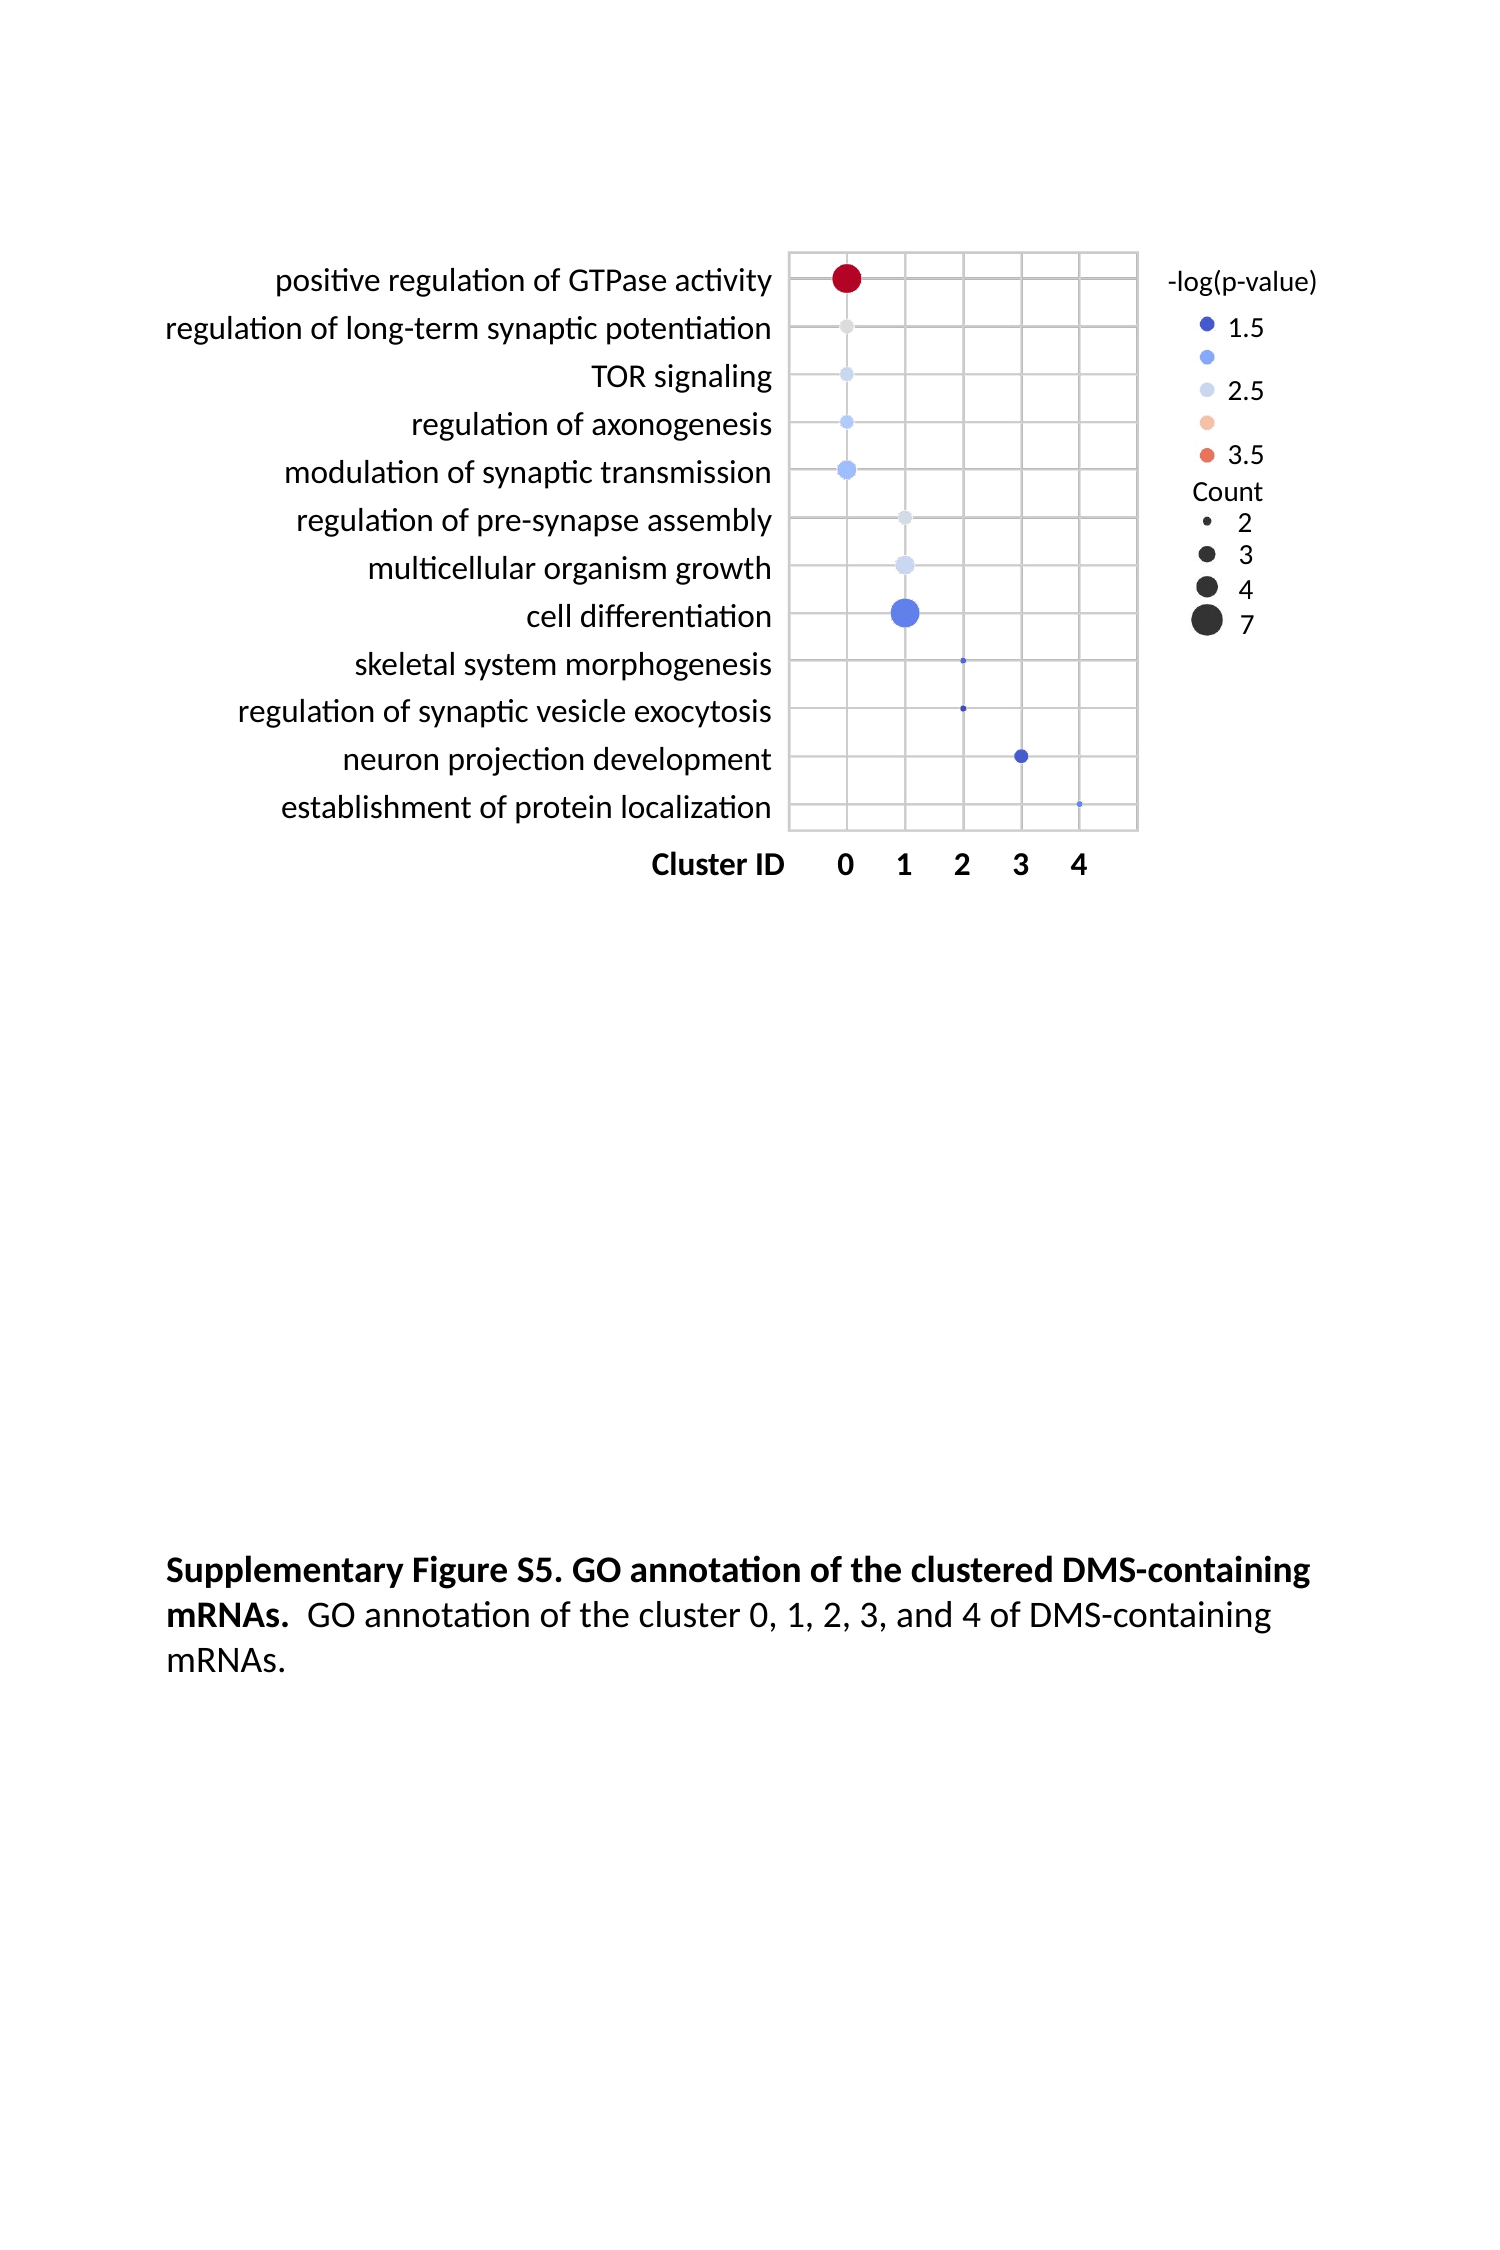

positive regulation of GTPase activity
regulation of long-term synaptic potentiation
TOR signaling
regulation of axonogenesis
modulation of synaptic transmission
regulation of pre-synapse assembly
multicellular organism growth
cell differentiation
skeletal system morphogenesis
regulation of synaptic vesicle exocytosis
neuron projection development
establishment of protein localization
-log(p-value)
1.5
2.5
3.5
Count
2
3
4
7
Cluster ID
0
1
2
3
4
Supplementary Figure S5. GO annotation of the clustered DMS-containing mRNAs. GO annotation of the cluster 0, 1, 2, 3, and 4 of DMS-containing mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

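RNA BS-seq libraries of poly(A) RNA from cultured mouse cortical neurons were analysed, with 2 biological replicates at each of 0 h, 2 h, and 6 h of 55 mM KCl. The authors trimmed the reads, aligned them to GRCm38 with meRanTK, and called cytosines with meRanCall. They deposited, for each library and listed position, read counts (reads covering the cytosine, reads with an unconverted C, and reads with another base), with no normalization. They also deposited the methylation level as a fraction, the share of unconverted reads among unconverted and converted reads. The deposited p-values of the caller were 0 at every listed position, and the score of the caller was not used.

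The counts were used as deposited. A position passed the standard filter with coverage of at least 20, a level of at least 10%, and at least 6 methylated reads. The 3C filter and the signal/noise filter, which need the single reads, were not repeated. High-confidence positions were therefore taken from Table S4, and their counts and levels from the deposited lists. Table S4, with its levels and counts, was read when the tests and alternatives were fixed, and the deposited lists were not. A site not listed in 1 of the libraries compared was not tested. The unconverted share was computed over cytosines with at least 5000 reads and a level under 1%, of which a library had a median of 72110.

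Sites were tested between time points when covered by at least 10 reads in the 4 libraries compared. The test was a two-sided Fisher's exact test on summed reads with Benjamini-Hochberg adjustment over the sites of a comparison, at an adjusted p of 0.05. Level differences were tested by 100000 sign flips of the signed-rank statistic over sites covered by at least 20 reads, and correlations by 100000 permutations, with seed 1. The replicate block takes its numbers from the sample labels. Sequence context (21 nt) and mRNA segments came from GRCm38 and GENCODE M21, and background cytosines had a level under 1% in both replicates. Pairing probability was computed with RNAfold of ViennaRNA 2.7.2 at 70 °C over a 151-nt window of the genome around the position, with introns left in. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, and limma 3.58.1 were used.

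The alternatives set beforehand were other minimums of coverage, level, and methylated reads; summed replicates; other site sets; leaving out each replicate; the replicate block; limma; a quasi-binomial model; reads downsampled to equal coverage; a minimum level difference of 10 percentage points; and, for expression, a pseudocount of 0.1, Spearman's rho, 1 DMS per gene, and all sites tested. The tests were also tested on simulated data at the real coverages of 406 sites, of which 100 were changed by 10 percentage points. Without spread beyond read sampling, Fisher's exact test recovered 68 of the 100 and called 1 unchanged site, and limma recovered 3. With an overdispersion of 0.01, Fisher's exact test recovered 70 and called 47 unchanged sites, and the quasi-binomial model recovered 17 and called 5.

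The lowest coverage of a tested site had a median of 130.5 reads for 0 h vs. 2 h, 127 for 0 h vs. 6 h, and 115 for 2 h vs. 6 h, which bounds the level differences that can be called. Sites were named by a rule fixed beforehand: the genes the paper names beside an m5C change in its text or Figure 6f, the 3 largest increases and the 3 largest decreases of each comparison among DMS that changed in the same direction in both replicate pairs, and the 3 sites with the highest mean level. RNA-seq counts, gene ontology, the Xef spike-in, the signal/noise, 3C, and secondary structure filters, and the clustering of Z-scores were not analysed here. The number of genes of Figure 6f with a DMS is not reported here.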

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

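The tests of nuclear mRNA positions, mitochondrial and ribosomal transcripts, tandem repeats, sequencing depth, whole-library conversion, and the spread between the replicates at 2 h and 6 h were chosen only after the result was seen; the other tests in this part were chosen before.

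The change from 0 h differed between 2 h and 6 h: over the sites compared, the median level at 6 h minus that at 2 h was −3.58 percentage points (permutation p = 1e-05, the smallest the permutations can give). A difference between the time points drew attention to it. Over the sites tested, the largest median difference between the replicates of 2 h or 6 h was 1.00 percentage point, which is smaller. At single sites, the median absolute difference between replicates was 2.80 percentage points at 2 h and 3.35 at 6 h, which is close to the change, so the statement holds for the median over sites and not for each site. The comparison has 2 libraries per time point, and sites of 1 library share its preparation, so a difference between libraries that acts on m5C sites alone was not tested.

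The rise at 2 h was weighed against technical explanations. Selection of sites by their level would have brought the median difference towards 0 over sites chosen at 6 h, where it was 6.75 percentage points. A global difference in conversion was 9.55e-05 percentage points between 0 h and 2 h. Positions outside Table S4 had a median difference of 0, but 34.9% of the 1888 positions were already above 95% at 0 h and could not rise, so less complete conversion of resistant cytosines cannot be told apart there. The 232 nuclear mRNA positions outside Table S4, which are rarely at full level, had a median difference of 0.65. The change did not depend on the sequence context (permutation p = 0.892), with median differences of 7.38 percentage points at 94 sites with G at +2 to +4 and 7.55 at 265 other sites. The ratio of 2 h to 0 h sites over Table S4 positions covered in all libraries was 1.95, so sequencing depth did not account for the larger number of Table S4 sites at 2 h. Among all positions called by the standard filter, those covered in all libraries numbered 1950 at 0 h and 2042 at 2 h. Without the coverage limit the numbers were 2292 and 2234, so the larger number at 2 h holds for Table S4 sites. Other short tandem repeats outside Table S4 had median levels of 34.4% and 35.7% at 0 h and 36.7% and 34.3% at 2 h. The mitochondrial medians at 2 h lay on either side of both 0 h libraries. With the 0.65 of the nuclear mRNA positions, the repeat levels argue against less complete conversion of resistant cytosines at 2 h, for the positions they cover. Whether these positions resist conversion was not tested, so less complete conversion of the m5C sites alone is not excluded. A difference between the libraries that acts on m5C sites alone was not tested.

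At 16 sites, both 2 h libraries were above and both 6 h libraries were below both 0 h libraries. This opposite direction between time points was not tested. Random orders of the 6 libraries give this pattern at 1.11% of sites, which is 4.4 of the 396 sites with a value in every library. Such orders leave out the rise at 2 h, seen at 88.0% of the sites compared, which alone makes the pattern more frequent. The 16 sites are therefore not shown to exceed what the rise and the replicate spread would give. The reverse pattern was seen at 1 site, Ppp1r16b (chromosome 2, 158695942), named after its values were seen, with 7.10% and 7.70% at 0 h, 3.50% and 3.60% at 2 h, and 12.2% and 14.6% at 6 h. No technical or biological explanation of these sites was tested.

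Outside Table S4, 2652 positions passed the standard filter in both replicates of a time point, a signal in data the paper does not discuss. Their median level was 48.9%, and 1019 were above 90%. Of these positions, 97.8% had at least 3 other passing positions within 75 nt, as reads with several unconverted cytosines would give, but the filters of the paper remove such positions from Table S4, so the comparison with Table S4 is fixed in advance. RNA secondary structure was weighed by the median pairing probability, which was lower outside Table S4 than in it by a difference of −0.404, the opposite of what resistant structure would give. Short tandem repeats held 51.0% of the nuclear positions. The median coverage was 0.372 of that of the Table S4 sites, which is consistent with sequencing depth being a part of the pattern. The positions cannot be told apart from reads with several unconverted cytosines, from repeats, from low depth, or from resistant structure, and no biological explanation was tested.

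Among them, 863 positions were mitochondrial, 32.5% of the positions, which the paper does not discuss. Counting ribosomal transcripts as well left the number at 863. Of the mitochondrial positions, 377 lay in mt-Nd5 (11906 to 13409). Over the 800 mitochondrial positions covered in all libraries, the median levels were 33.3% and 31.1% at 0 h, 24.1% and 36.7% at 2 h, and 47.8% and 20.5% at 6 h, so that the replicates of 2 h, and those of 6 h, lay on either side of both 0 h libraries. Incomplete conversion of a whole library was weighed by whether the library with the higher mitochondrial median also had the higher unconverted share, which held in 2 of the 3 time points and not at 2 h. A match in direction alone cannot decide this, since it leaves out the size. The unconverted shares of the replicates were 0.0851% and 0.0837% at 0 h and 0.115% and 0.0869% at 6 h, far closer together than the medians. These values argue against incomplete conversion of a whole library, for cytosines that convert readily, and at 2 h the direction was also opposite. Cytosines that resist conversion are left out of the share, and no biological explanation was tested.

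Telomere-type repeats held 610 positions, also not discussed in the paper, with a median level of 100% in every library. A candidate explanation is reads of the opposite strand, which has no cytosine to convert in these repeats. Outside the telomere-type repeats, 93.0% of the nuclear positions above 95% had no G in their 21-nt context (344 of 370), so that the opposite strand has no cytosine there, against 51.5% of the positions at other levels. The pattern cannot be told apart from this explanation, and no biological explanation was tested.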

How the results depend on the processing

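Alternatives described as added were chosen after seeing the data, and the others before the data were examined; the test of the number of libraries was chosen only after the result was seen. The cause was not tested for any change of value given in this part, apart from the number of libraries for limma.

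Of the main results under all alternatives, 107 values kept their direction and side of the threshold, stayed within the replicate spread, or, for numbers of sites, stayed within a factor of 1.5, 44 moved, 4 became weaker, and 1 reversed. Among the single sites, 436 were the same, 58 became weaker, 9 moved, and 1 became stronger, the site of Ipo11 for 0 h vs. 6 h under the replicate block (14.7 percentage points). Leaving out the FDR filter cannot move a result, since every deposited p-value was 0, so this alternative says nothing about the paper's FDR filter.

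The number of positions called, in the order of the time points, was 1276, 1367, and 1569 with a coverage minimum of 50 and 5551, 5000, and 6545 with summed replicates. With the added restriction to Table S4 it was 187, 359, and 270, and with that to nuclear mRNAs it was 334, 517, and 375, where the share passing in both replicates was 32.9%, 36.3%, and 20.2%. The median level over positions called here was 42.2%, 43.1%, and 50.1%, and with a coverage minimum of 50 over Table S4 sites it was 17.7%, 17.9%, and 18.6%, with a replicate r of 0.929 at 0 h and 0.909 at 6 h. At 0 h the median was 19.9% from summed reads, 20.7% with the levels of Table S4 (added), and from 20.1% to 20.2% when 1 replicate was left out; at 6 h the latter range was from 19.8% to 20.5%.

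The replicate block by the Cochran-Mantel-Haenszel test gave 254, 164, and 196 DMS. Limma gave 99, 0, and 44 DMS, beside 193, 108, and 134 at an unadjusted p of 0.05, and limma with the replicate block gave 133, 0, and 36, beside 198, 91, and 127. In simulated data with the same number of libraries, limma recovered 3 of 100 changed sites without the block and 21 with it, and 8 and 14 with an overdispersion of 0.01. Limma called sites in the other comparisons with as many libraries, so the number of libraries alone does not account for the 0. The quasi-binomial model gave 95 for 0 h vs. 6 h and 108 for 2 h vs. 6 h. A minimum difference of 10 percentage points gave 130, 55, and 97. Sites chosen at the time point not compared gave 150 for 0 h vs. 2 h and 77 for 2 h vs. 6 h, with 255 and 177 sites tested in place of 406 and 413. Positions called here gave 267 (218 higher, 49 lower), 205 (54 lower), and 343 (177 higher, 166 lower), against 243 and 3, 142 and 23, and 37 and 157 over Table S4 sites. More hypermethylated than hypomethylated DMS at 2 h were found under every setting run.

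The median level difference over positions called here was 0 in all 3 comparisons. For 0 h vs. 2 h it ranged from 7.50 to 7.80 percentage points when 1 replicate was left out, and with the replicate block it was 7.80 in pair 2. The correlation of deviations of same-numbered libraries was 0.0441, −0.0341, and 0.0331, so the block carries little information. Above 100 reads (added), the 5′ UTR share at 2 h was 3.94% (exact test p = 0.266). The correlation with expression for 0 h vs. 6 h changed sign to 0.0327 over all sites tested (permutation p = 0.803), and no setting run gave a permutation p under 0.05 for this or the other comparisons. With reads downsampled to the lowest coverage of each site, 221, 133, and 156 DMS were called, so the number of DMS depends on the depth.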

Differences from the paper's values

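For the positions called by the standard filter in both replicates, 2292 were found at 0 h against the paper's 185 and 2234 at 2 h against the paper's 359. None of the alternatives set before the data were examined closed either gap. Restricting the positions to those of Table S4, chosen after seeing the values, gave 187 and 359, and restricting them to nuclear mRNAs, also chosen after seeing the values, gave 517 at 2 h, within a factor of 1.5 of the paper's value, but 334 at 0 h, which was not.

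For 0 h vs. 6 h, 165 DMS were called against the paper's 108. Of the alternatives set before the data were examined, the quasi-binomial model (95), downsampled reads (133), sites high-confidence at the time point not compared (142), and sites high-confidence at either time point compared (139) fell within a factor of 1.5 of the paper's value. These choices of sites left 334 and 290 tested sites in place of 399. The replicate block (164), limma without and with the block (0 and 0, beside 108 and 91 at an unadjusted p of 0.05), the minimum difference of 10 percentage points (55), coverage of at least 20 (164), coverage in all libraries (165), and positions called here (205) did not. The hypomethylated DMS of this comparison numbered 23 against the paper's 12, and of the same alternatives only downsampled reads (15) closed the gap. For 2 h vs. 6 h, 37 DMS were hypermethylated against the paper's 21, and downsampled reads (25) and sites high-confidence at the time point not compared (16) closed the gap, while the others did not. Choosing sites at the time point not compared left 177 tested sites in place of 413, so its number is not on the same footing. For 0 h vs. 2 h, where the values do not differ by this measure, the quasi-binomial model gave 199 DMS against the paper's 200.

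The correlation of the methylation change with the expression change was −0.0511 against the paper's −0.19 for 0 h vs. 2 h and −0.100 against the paper's −0.40 for 0 h vs. 6 h, and none of the alternatives set before the data were examined closed either gap. For 2 h vs. 6 h it was −0.261 against the paper's −0.32. Of these alternatives only Spearman's rho (−0.324) closed the gap, and it is another measure than the paper's Pearson correlation. A gap here is any difference beyond the rounding of the paper's values. The values found here rest on the part of Table S2 in hand, with 34, 29, and 26 DMS. The differences from the paper's correlations were not tested, so they are not shown to contradict the paper.

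The paper lists Taf8 and Pmepa1 as changed between 0 h and 2 h and Endov as changed between 2 h and 6 h, and their sites could not be tested from the deposited lists. With the counts of Table S4, a setting chosen after seeing the values, they were called by Fisher's exact test with Benjamini-Hochberg adjustment, with differences of 13.6 and 12.2 percentage points (adjusted p = 1.00e-04 and 0.0177) and of −13.9 for Endov (adjusted p = 1.90e-04). The paper's text also describes Homer1 as changed between 2 h and 6 h, and neither of its sites was called there under any setting run (adjusted p = 0.329 and 0.228 from Fisher's exact test with Benjamini-Hochberg adjustment). Figure 6f instead lists Homer1 for 0 h vs. 2 h and 0 h vs. 6 h. In both, the site at 93303935 was called (adjusted p = 5.22e-05 and 0.00153 from the same test).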

Other observations

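The tests of the 6 h replicate 1 conversion and of sites within 1 gene were chosen only after the result was seen; the tests of replicate spread and coverage were chosen before.

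The number of DMS was weighed against the spread between replicates. Fisher's exact test with Benjamini-Hochberg adjustment called at most 21 sites between the replicates of 1 time point, at 6 h, against 165 or more between time points. That test sets 1 library against 1, with fewer reads than the test between time points, so the numbers are not on the same footing. Spread between replicates may account for a part of the DMS of each comparison, and how large a part cannot be told from these libraries.

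The negative relation between methylation change and expression change was weighed against unequal coverage. Over DMS, the change in level correlated with the change in coverage of the same site at r = −0.265 for 0 h vs. 2 h, −0.297 for 0 h vs. 6 h, and −0.377 for 2 h vs. 6 h. Coverage followed expression where both were known, so a candidate explanation by coverage and one by expression cannot be told apart. The paper does not report this relation.

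The 6 h replicate 1 library had the highest unconverted share. Incomplete conversion was weighed as a source of its higher levels at m5C sites: the median level difference between the 6 h replicates was 35.3 times the difference of their unconverted shares, so incomplete conversion of cytosines that convert readily does not account for it. The share leaves out cytosines that resist conversion, and these were not tested here.

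The hypothesis that sites of 1 transcript change together was tested on 11 pairs of sites. The mean difference within pairs of the same gene was 7.23 percentage points against 7.35 for all pairs (permutation p = 0.441), so no such relation was found at this number of pairs.

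Of the positions outside Table S4, other short tandem repeats had median levels of 34.4% and 35.7% at 0 h, 36.7% and 34.3% at 2 h, and 34.1% and 33.2% at 6 h over 170 positions covered in all libraries. Nuclear mRNA positions had medians of 20.0% and 19.9% at 0 h, 20.6% and 21.8% at 2 h, and 24.7% and 20.3% at 6 h over 222 positions.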
